# Morphological, Behavioral, and Transcriptomic Profiling Reveals Developmental Toxicity of PCB Metabolites in Zebrafish

**DOI:** 10.3390/toxics14050444

**Published:** 2026-05-19

**Authors:** Nicole M. Breese, Lisa Truong, Xueshu Li, Robyn L. Tanguay, Hans-Joachim Lehmler

**Keywords:** metabolites, mixtures, neurotoxicity, polychlorinated biphenyls, transcriptomics, zebrafish

## Abstract

Polychlorinated biphenyls (PCBs) persist in the environment as complex mixtures and undergo extensive biotransformation, yet the developmental toxicity of PCB metabolites remains poorly defined. We evaluated developmental, neurobehavioral, and molecular effects of parent PCBs, hydroxylated, methoxylated, and sulfated metabolites, and environmentally relevant mixtures using embryonic zebrafish. This study employed a high-throughput screening approach using nominal exposure concentrations to enable rapid hazard identification and prioritization across a large chemical series. Morphological abnormalities and photomotor behavior were assessed across early development, followed by targeted *cyp1a* reporter analysis and transcriptomic profiling for a subset of potent exposures. Most chemicals induced morphological effects, with hydroxylated and sulfated metabolites producing effects more frequently and at lower benchmark concentrations than parent congeners. Behavioral alterations were more prevalent in embryonic photomotor response than larval photomotor response and generally co-occurred with morphological effects. Environmental mixtures elicited broad phenotypic profiles comparable to highly active individual compounds. Transcriptomic analyses revealed minimal responses for parent PCBs but robust, exposure-specific gene expression changes for select metabolites, particularly 5-OH-PCB11, and mixtures. Differentially expressed genes were enriched for xenobiotic metabolism, immune signaling, and neuroactive pathways, alongside consistent downregulation of circadian regulators. Together, these results demonstrate contributions of PCB metabolites and mixtures to toxicity.

## 1. Introduction

Polychlorinated biphenyls (PCBs) are a class of chlorinated aromatic hydrocarbons that remain persistent global contaminants decades after regulatory bans [1]. This is due to their chemical stability, resistance to environmental degradation, and extensive historical use in industrial and commercial applications [1,2,3]. Although production of technical PCB mixtures was banned or severely restricted in many countries beginning in the 1970s, PCBs remain globally distributed in soils, sediments, and building materials [4,5]. Human exposure to PCBs arises from legacy contamination [6,7], bioaccumulation through food webs [8], and ongoing inadvertent production of non-legacy congeners such as PCB11 during pigment and chemical manufacturing [6,7]. Epidemiologic and experimental studies have linked PCB exposure to adverse neurodevelopmental outcomes, including impaired cognitive function, behavioral alterations, and developmental delays [9,10]. In addition to developmental effects, PCB exposure is associated with cognitive dysfunction across the lifespan and may contribute to risk for neurodegenerative diseases [11,12].

PCB congeners are often categorized into functional classes based on structure and mechanism. Dioxin-like PCBs (DL-PCBs) exert toxicity primarily through activation of the aryl hydrocarbon receptor (AhR) and are assessed using toxic equivalency approaches [13]. However, many congeners associated with neurodevelopmental toxicity are non-dioxin-like PCBs (NDL-PCBs) that exhibit no or weak AhR activity, yet produce behavioral and neurodevelopmental effects [14]. These congeners act through AhR-independent mechanisms, including disruption of intracellular calcium signaling, altered neurotransmitter systems, and oxidative stress pathways [14]. Importantly, real-world PCB exposures involve complex mixtures of congeners rather than individual compounds [15,16,17].

PCBs undergo extensive biotransformation through Phase I oxidation and Phase II conjugation, producing hydroxylated, methoxylated, and sulfated PCB metabolites [18]. Hydroxylated PCBs (OH-PCBs) and PCB sulfates are consistently detected in human serum [19,20], yet the toxicology of PCB metabolites remains less characterized than that of parent congeners. Certain metabolites alter neuronal calcium signaling by sensitizing ryanodine receptors, a pathway critical for activity-dependent neurodevelopment, and in some systems display equal or greater potency than their parent compounds [21,22,23]. These findings indicate that PCB metabolites may contribute to neurodevelopmental toxicity through mechanisms distinct from classical dioxin-like pathways [10,14,24].

PCB toxicology is heterogeneous, as congeners and their metabolites differ in chlorination patterns, physicochemical properties, and metabolic fate, influencing tissue distribution and molecular interactions [18,25]. Toxic outcomes emerge from multidimensional interactions across chemical structure, organismal behavior, tissue morphology, and gene expression [26]. Systems-level approaches that integrate diverse biological endpoints are needed to identify patterns not evident in single-domain analyses [27]. Multi-endpoint profiling frameworks such as the Toxicological Priority Index (ToxPi) were designed for objective chemical prioritization by formally integrating heterogeneous data across biological domains into a transparent, weighted scoring system [28]. Here, morphological, behavioral, and transcriptomic profiles from zebrafish embryos were incorporated to facilitate the classification of PCB congeners, metabolites, and mixtures based on cumulative bioactivity [29].

Despite extensive studies of PCB toxicity, key uncertainties remain. It is unclear whether PCB metabolites are more potent developmental neurotoxicants than their parent congeners, whether functional behavioral endpoints provide greater sensitivity than morphology alone, and to what extent developmental neurotoxicity is mediated through AhR-dependent versus AhR-independent mechanisms in vivo. It is also unknown whether structurally diverse PCBs alter shared transcriptional programs during development or act through distinct molecular pathways, and whether integrated multi-domain profiling can identify mechanistic subclasses beyond traditional congener-based classifications.

Zebrafish (*Danio rerio*) are a powerful vertebrate model for developmental neurotoxicity because it combines conserved neurodevelopmental processes with experimental features that enable simultaneous structural, functional, and molecular assessment [30,31]. Key neurodevelopmental events occur rapidly and in patterns paralleling mammalian systems, while embryonic transparency permits in vivo visualization of morphology and neuroanatomy [32,33,34]. Zebrafish are also well suited for high-throughput behavioral screening, allowing quantitative evaluation of neurodevelopmental function across large numbers of individuals under controlled exposure paradigms [35]. Importantly, zebrafish assays are readily integrated with transcriptomic approaches, enabling the connection of behavioral phenotypes with molecular pathway alterations [35].

To address these gaps, we systematically evaluated the developmental and neurobehavioral toxicity of parent PCBs, hydroxylated, methoxylated, and sulfated metabolites, and environmentally relevant mixtures using a zebrafish model. This study was designed as a high-throughput screening approach encompassing a large series of PCBs and related compounds, where nominal exposure concentrations are used to enable rapid hazard identification and prioritization rather than detailed toxicokinetic characterization. High-throughput morphological screening was combined with embryonic and larval behavioral assays to capture structural and functional neurodevelopmental outcomes. A transgenic *cyp1a* reporter line quantified AhR-pathway activation, while transcriptomic profiling at a pre-morphological time point identified early molecular alterations preceding overt phenotypes. This data was integrated using ToxPi–based multi-domain analysis to determine how PCB structure and metabolic transformation relate to biological activity and to identify shared and divergent mechanisms underlying early-life PCB toxicity.

## 2. Materials and Methods

### 2.1. Chemicals

Details describing the synthesis of PCBs used in this study are described in the Supplementary Materials. All synthesis work was performed in the Synthesis Core of the Iowa Superfund Research Program (University of Iowa, Iowa City, IA, USA). The chemical structures of all test compounds and their corresponding abbreviations are shown in Figure 1. Their unique chemical identifiers are summarized in Table S1. All other chemicals were obtained from commercial sources and were of the highest purity available.

### 2.2. Zebrafish Husbandry

Adult wildtype tropical 5D fish and *cyp1a* reporter fish (Tg(*cyp1a*:nls-egfp)) [36] were used in this study. All zebrafish were maintained at the Sinnhuber Aquatic Research Laboratory (SARL), a dedicated aquatic research facility at Oregon State University, under approved Institutional Animal Care and Use Committee protocol 2024-0510. Fish were kept and group-spawned in densities of 400 fish/35-gallon tank (5D) and 16 fish/2.8 L tank (*cyp1a* reporter) at 28 °C with a 14:10 h light:dark cycle. Each spawning group contained a female:male population ratio of 2:1. Fish were maintained in a recirculating aquatic system supplemented with Instant Ocean salts (Spectrum Brands, Blacksburg, VA, USA) buffered to pH 7.4 with sodium bicarbonate. Routine health monitoring and feeding with Sparos Zebrafeed 300 µM occurred 2–3 times daily (Tecniplast, Buguggiate, Italy). Embryos were collected shortly after lights-on, between 8:00 and 9:00 a.m., and examined to select only fertilized, morphologically normal embryos at comparable developmental stages following established staging criteria [32]. At 4.5 h post-fertilization (hpf), embryos were selected and enzymatically dechorionated using pronase (Sigma Aldrich, St. Louis, MO, USA—#53702, CAS: 9036-06-0) [37]. At 6 hpf, embryos were individually transferred into 96-well, round-bottom, tissue culture–treated plates prefilled with 100 μL of embryo medium using an automated placement system. Embryos were kept at 28 °C in embryo medium containing 15 mM NaCl, 0.5 mM KCl, 1.3 mM CaCl_2_, 0.15 mM KH_2_PO_4_, 0.05 mM Na_2_HPO_4_, 2 mM MgSO_4_, and 4.7 mM NaHCO_3_ [38], buffered to pH 7.2.

### 2.3. Chemical Exposure

At 6–7 hpf, static chemical exposures were initiated. Twenty-eight compounds, including individual congeners, metabolites, and mixtures, were dispensed into individual wells, normalized to 1% DMSO, using an HP D300 Digital Dispenser (Hewlett Packard, Corvallis, OR, USA). Final nominal concentrations reflected the direct addition of each chemical to the 100 µL exposure volume in the wells. Embryos were exposed to 7 concentrations (0, 0.01, 0.1, 1, 10, 50, and 100 µM) with one row per concentration (*n* = 12) and a single chemical per plate. The selected concentration range was chosen to enable benchmark concentration modeling and to facilitate comparisons with previously published zebrafish developmental toxicity studies [39]. This exposure paradigm represents a standardized high-throughput screening approach used extensively to evaluate environmental chemicals. After chemical addition, all 96-well plates were sealed with ThermalSeal RTS (Excel Scientific, Victorville, CA, USA) to minimize evaporation and placed on an orbital shaker at 225–235 rpm for 18 h at 28 °C in the dark to ensure homogenous mixing. At 24 hpf, embryos were evaluated for embryonic photomotor response, then transferred to a static 28 °C incubator and kept in the dark for the remainder of the exposure period until 120 hpf, when larval photomotor response and morphology screening were conducted. Exposure solutions were not renewed during the experiment. Nominal concentrations are standard in high-throughput comparative screening formats and enable consistent, direct comparisons of relative toxicity across chemicals, as well as rapid hazard identification. Every plate carried a unique barcode, and all experimental metadata and endpoints were acquired and stored in the Zebrafish Acquisition and Analysis Program (ZAAP), a custom laboratory information management system [35].

### 2.4. Behavioral Assessments

#### 2.4.1. Embryonic Photomotor Response

At 24 hpf, embryos were tested for embryonic photomotor response (EPR). At this developmental stage, zebrafish embryos exhibit spontaneous contralateral tail contractions as spinal and tail musculature become innervated [32]. These movements are initiated by light stimuli perceived by photoreceptive cells located within the hindbrain [40]. The EPR assay was performed as previously described in [41]. This assay quantifies light-evoked tail contractions in zebrafish embryos as a measure of early sensorimotor and neurobehavioral function, where movement is quantified as changes in pixel intensity between sequential frames following light stimulation. Embryo movements were recorded continuously through the EPR assay, which consisted of four phases: (1) 30 s of background activity in darkness; (2) a 1 s pulse of visible light; (3) 9 s of darkness; (4) a second 1 s light pulse followed by 10 s of darkness. Videos were analyzed using a custom C# program that calculated a movement index for each frame based on pixel ratioing between consecutive frames. For downstream analysis, movement data were summarized over three defined intervals: 9 s prior to the first light pulse (background), 8 s following the first pulse (excitatory), and 7 s following the second pulse (refractory). Mean movement index values for each interval were used as behavioral response variables for statistical analysis. These intervals correspond to distinct neurobehavioral states, including baseline spontaneous motor activity (background), light-induced sensorimotor activation characterized by increased tail contractions (excitatory), and a reduced or absent response to repeated stimulation reflecting neural adaptation or refractory behavior (refractory). After the EPR assay was completed, 96-well plates were returned to 28 °C and kept in darkness for the remaining exposure duration.

#### 2.4.2. Larval Photomotor Response

At 120 hpf, larvae were assessed for locomotor activity using a larval photomotor response (LPR) assay conducted in ZebraBox behavior chambers (ViewPoint Life Sciences, Lyon, France). The assay evaluated putative neurobehavioral effects of chemical exposure by quantifying larval movement in response to alternating light–dark conditions. The LPR assay consisted of a 24 min protocol with four sequential cycles of 3 min of visible (VIS) light (1000 lux) followed by 3 min of infrared (IR) darkness. The initial cycle (6 min) served as an acclimation period and was excluded from analysis to minimize transient locomotor responses associated with handling and abrupt light transitions. Larval behavior from the remaining three cycles (18 min total) was used for downstream comparisons. Video tracking was performed using ZebraLab software (v5.33.0.440), which recorded movement every 40 ms. Total distance traveled was integrated into 6 s time bins over the analytical period. After data collection, wells containing dead or malformed larvae were excluded using a custom R script. Total movement for each larva was calculated, and treatment groups were compared with concurrent solvent controls.

### 2.5. Morphological Assessments

Following the EPR, the embryos are assessed for survival at 24 hpf, delays in developmental progression, altered spontaneous movement, and abnormal notochord development. Following completion of the LPR assay at 120 hpf, each larva was evaluated for a comprehensive suite of 10 developmental abnormalities. These included edema phenotypes such as yolk sac and pericardial edema; structural defects affecting the body axis, trunk length, caudal fin, and pectoral fin; abnormalities in pigmentation and somite formation; craniofacial and sensory malformations affecting the eyes, snout, and jaw; gross brain developmental defects; circulatory and notochord deformities; and assessments of swim bladder presence or inflation and touch responsiveness (see [42] for representative images of morphological anomalies). All endpoints were scored as binary (present or absent), consistent with established high-throughput zebrafish developmental toxicity screening approaches in which morphological abnormalities are recorded as discrete incidence-based outcomes to enable standardized scoring and statistical comparisons across large datasets [42]. To enable quantitative comparison of developmental toxicity across chemicals, individual morphological outcomes were consolidated into a summary endpoint termed “Any Effect,” defined as the occurrence of one or more developmental abnormalities in an individual larva. The lowest effect level (LEL) for each chemical was defined as the lowest concentration at which the percent affected was statistically significantly greater than the control group (binomial test, *p* < 0.05) [43]. Benchmark dose (BMD_10_) is the concentration that results in a 10% higher response (10% benchmark response) than the negative control. BMD_10_ values are provided in Supplementary Table S2.

### 2.6. cyp1a Reporter Line Expression

*cyp1a* induction was assessed using the Tg(*cyp1a*:nls-egfp) transgenic zebrafish line, which expresses enhanced green fluorescence protein (EGFP) via the *cyp1a* promoter [36]. This reporter line recapitulates *cyp1a* activation by AhR agonists with high sensitivity. PCB congeners and metabolites were selected by having a BMD_10_ value < 2 µM. For each of the 10 test compounds, 12 embryos were exposed to a single concentration selected to maximize the likelihood of observing AhR-mediated effects while maintaining sufficient survival for imaging analyses. Concentrations were chosen as the concentration immediately below the LEL identified in primary toxicity screens described above. Final exposure concentrations are listed in Supplementary Table S3. Chemical exposures were performed as described in Section 2.3. Briefly, compounds were dispensed into 96-well plates using an HP D300 Digital Dispenser, after which plates were sealed and shaken overnight under standard incubation conditions. Reporter embryos were exposed continuously, and *cyp1a* induction was evaluated at 120 hpf. This design is consistent with prior studies of the same reporter line using 8–12 embryos per compound at a single selected concentration for microscopy-based evaluation [44]. At each time point, six embryos per treatment were imaged using a Keyence BZ-X700 fluorescence microscope (Keyence USA, Itasca, IL, USA) equipped with a GFP filter. Imaging parameters were standardized across experiments (10× objective, 1/3 s exposure). EGFP expression was scored qualitatively by comparison with vehicle controls, and each embryo was assigned a binary value indicating the presence or absence of *cyp1a* induction.

### 2.7. Transcriptomic Sample Preparation and Data Processing

#### 2.7.1. Chemical Exposures for Transcriptomic Sampling

Embryos were subjected to the same dechorionation, handling, and 96-well plate preparation procedures described in Section 2.2. A subset of ten PCB congeners (PCB3, PCB11, PCB126), metabolites (2′-OH-PCB3, 3′-OH-PCB3, 4′-OH-PCB3, 4-OH-PCB11, 5-OH-PCB11), and mixtures (FRM, HR-PCB) was selected for transcriptomic analysis based on their developmental toxicity profiles and representative coverage of major mechanistic classes identified in preliminary screening. All chemical stocks were prepared in 100% DMSO, enabling automated dispensing with an HP D300 Digital Dispenser [45]. Compounds were dispensed into individual wells at 6 hpf into 100 μL of embryo medium, with all wells normalized to 1% DMSO. For each compound, a single exposure concentration was selected to achieve approximately 80% incidence of cumulative morphological effects (EC_80_) at 120 hpf, informed by BMD_10_ data. Embryos were statically exposed from 6 to 48 hpf, a timeframe chosen to align with published studies and to capture transcriptional changes preceding the onset of overt morphological effects [46]. Following chemical dispensing, plates were sealed, placed on an orbital shaker (235 rpm), and maintained in darkness at 28 °C for the duration of the exposure. For each chemical and its matched control, only phenotypically normal embryos were collected into four pools of eight embryos (*n* = 4). To ensure phenotypic anchoring, holdback plates (*n* = 16 per chemical) were maintained and assessed for morphological effects at 120 hpf. This early sampling window was selected to capture transcriptional responses during the period of highest developmental susceptibility, prior to the emergence of overt morphological abnormalities.

#### 2.7.2. RNA Collection and Isolation

Pooled embryos were transferred to 1.5 mL twist-cap microtubes (TUBE1R5-S; Next Advance, Troy, NY, USA) and euthanized on ice. After removing excess water, 200 μL of 1× RNAshield (Zymo Research, Irving, CA, USA) was added following 15 min on ice. Samples remained at room temperature for up to 15 min before storage at −20 °C. Four pools of eight embryos were collected per treatment group and corresponding controls. For RNA isolation, tubes were thawed at 32 °C for 30 min, followed by addition of 100 μL of 0.5 mm zirconium silicate beads (BioSpec, Bartlesville, OK, USA). Homogenization was performed using a Bullet Blender Storm Pro (Next Advance, Troy, NY, USA) at speed 10 for 5 min. Samples were centrifuged at 12,000× *g* for 5 min, and 250 μL of supernatant was aliquoted into two new plates (totaling 500 μL). RNA was extracted using the KingFisher Apex (Thermo Fisher Scientific, Waltham, MA, USA) automated system with the Zymo Quick RNA MagBead Kit and eluted in 50 μL RNase/DNase-free water. RNA integrity was assessed using an Agilent Tapestation 4200 (Agilent Technologies, Santa Clara, CA, USA), while RNA quantity was measured using ThermoFisher QuantIT (Thermo Fisher Scientific, Waltham, MA, USA); only samples with RIN > 8 were used for sequencing. In total, 48 samples, including 8 control replicates, were prepared for RNA-seq.

#### 2.7.3. RNA Sequencing and Alignment

mRNA sequencing was performed on four biological replicates per exposure. Library preparation and sequencing were conducted by Lexogen (Greenland, NH, USA) using the QuantSeq Pool Sample Barcoded 3′ mRNA-Seq workflow, with 120 ng RNA input per sample and pools of 12 samples. Libraries were sequenced to a target depth of approximately 15 million reads per sample. All raw and processed data were deposited in the NCBI Gene Expression Omnibus (GEO), accession GSE326509. Quality assessment of fastq files was performed using FastQC [47], and reads were trimmed with Trimmomatic [48] to remove low-quality bases (Phred < 25) and adaptor sequences. Trimmed reads were aligned to the *Danio rerio* v11 genome (RefSeq GCF_000002035.6) using STAR [49] with the following parameters: --outFilterType BySJout --outFilterMultimapNmax 20 --readFilesCommand zcat --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverLmax 0.6 --alignIntronMin 20 --alignIntronMax 1,000,000 --alignMatesGapMax 1,000,000 --outSAMattributes NH HI NM MD --outSAMtype SAM. Resulting SAM files were converted to gene-level count files using HTSeq [50] with parameters: -f sam -a 10 -t gene -i gene_id. RNA-seq data quality was assessed using multiple quality control metrics. Total sequencing depth per sample ranged from 16 to 24 million reads, with uniquely mapped read percentages consistently high (~90%). Following UMI-based collapsing, 5–7 million reads per sample were retained.

#### 2.7.4. Differential Expression Analysis

Raw count files were normalized using DESeq2 [51], which was also used for differential gene expression analysis. Gene counts from all 8 control samples were concatenated to create a single global control dataset, used as the normalization reference for all PCB samples. Differentially expressed genes (DEGs) were defined using a *p*-value ≤ 0.05, without applying a fold-change cutoff, to allow for broad, exploratory identification of gene expression changes. Principal component analysis (PCA) was conducted using the DESeq2 plotPCA function with variance-stabilized data. Overlap among DEG lists was assessed using InteractiVenn [52]. Heatmaps were generated using Rstudio (version 2026.01.2; Build 418) (heatmap.2, aheatmap, ggplot) with Euclidean distance and ward.D2 clustering. Functional enrichment was performed using g:Profiler [53], querying GO terms, KEGG, Reactome, regulatory motifs, protein databases, and human phenotype ontology.

### 2.8. ToxPi Construction and Data Integration

Physicochemical descriptors for all test compounds were calculated using ChemSketch (v2025; ACD/Labs, Toronto, ON, Canada). The following descriptors were included: molecular weight, logP, logS, density, polarizability, molar volume, surface tension, and percent elemental composition (C, H, Cl, O, and S). Structural descriptors, including the number of ortho-, meta-, and para-chlorines, total chlorine count, and ortho-, meta-, and para-substituted non-chlorine alkyl groups (e.g., hydroxyl, sulfooxy), were manually counted from chemical structures. These physicochemical parameters were incorporated into the ToxPi model as slice-level quantitative attributes. Biological data streams incorporated into the ToxPi model included morphological toxicity, EPR, LPR, and RNA-seq (differentially expressed genes at 48 hpf). All biological and physicochemical inputs were scaled across the chemical set to ensure comparability, and, where necessary, values were inverted so that higher values uniformly indicated greater biological or physicochemical signal strength.

Integrated scoring and visualization were performed using ToxPi 2.0 [29]. Each slice of the ToxPi profile represented one data domain (physicochemical, morphology, EPR, LPR, RNA-seq), and all slices were assigned equal weight. Slice size was proportional to each chemical’s scaled value for that domain, allowing direct comparison of multi-endpoint profiles across chemicals. ToxPi scores were then used to rank chemicals, examine relative biological activity, and evaluate relationships between chemical characteristics and effects across behavioral, morphological, and transcriptomic domains. KEGG pathway enrichment results were organized using the KEGG BRITE hierarchy, which groups individual pathways into nested, higher-order functional categories (e.g., metabolism, signal transduction, organismal systems). This approach reduces redundancy among overlapping pathways and facilitates systems-level interpretation of pathway alterations. Hierarchical clustering of ToxPi profiles was performed using Ward’s method within the ToxPi GUI to identify chemicals with similar multi-endpoint signatures. This integrated ToxPi approach enabled simultaneous evaluation of physicochemical properties and early-life biological effects, providing a unified framework for identifying clusters of PCBs with similar mechanistic signatures and contrasting chemicals across multiple biological and structural domains.

### 2.9. Statistical Analyses

For morphological data, binary incidence data (0/1) recorded per well by ZAAP were analyzed using custom R code, as described [43]. Statistical significance thresholds were estimated by Fisher’s exact test with a family-wise error rate. The EPR activity within the Background (B), Excitatory (E), and Refractory (R) intervals was compared to the negative control using a percent change threshold (≥50% peak difference) and a Kolmogorov–Smirnov test (Bonferroni-corrected *p* < 0.007; 0.05 ÷ 7 concentrations). For LPR, the area under the curve was computed per plate and averaged per chemical. Only the 3rd light/dark cycle was analyzed, comparing treatment responses to the control by two-sample K-S test (*p* < 0.01); a concentration was considered active if *p* < 0.01 and the AUC treatment:control ratio was ≥1.0 or ≤−0.3. Animals dead or malformed at 120 hpf were excluded. All statistical analyses were carried out in RStudio (version 2026.01.1).

## 3. Results and Discussion

### 3.1. Morphology and Behavior

The developmental toxicity and neurotoxicity of a suite of parent PCBs, hydroxylated, methoxylated, and sulfated PCB metabolites, as well as environmentally relevant mixtures (Figure 1), were evaluated in embryonic zebrafish using morphological and behavioral endpoints. Across all PCBs tested, effects were observed in morphology, EPR, and LPR. BMD_10_ modeling was used to quantify potency across endpoints, revealing variability in sensitivity among PCBs. The Venn diagram in Figure 2 summarizes the overlap among these endpoints. Morphological effects were the most frequently observed outcome, with 26 of the 28 PCBs producing at least one morphological abnormality. Four PCBs caused morphology-only effects without measurable behavioral disruption, while only PCB11 exhibited effects exclusively in EPR. No PCBs produced effects solely in LPR. Fourteen of the PCBs induced both morphological and EPR effects, and eight PCBs produced effects across all three domains, indicating shared developmental and neurobehavioral toxicity. No overlap was observed between morphology and LPR in the absence of EPR effects, suggesting that larval behavioral alterations generally co-occurred with earlier photomotor or morphological effects.

A heatmap of individual endpoints is shown in Figure 3, revealing two clusters of PCB mixtures, individual PCB congeners, and PCB metabolites across all developmental endpoints. Across both clusters, PCB congeners with varying degrees of chlorination and numbers of ortho substituents exhibited similar response profiles. Notably, compounds spanning a range of chlorination degrees and substitution patterns were distributed within the same clusters rather than being separated by these structural features. Because the degree of chlorination and the substitution pattern are frequently used to predict nuclear transcription factor-mediated effects implicated in PCB toxicity [54], this clustering pattern indicates that these features alone do not explain the observed variation in morphological and behavioral outcomes in zebrafish in vivo.

One cluster included most hydroxylated, methoxylated, and sulfated PCB3 and PCB11 metabolites, except for 5-OH-PCB11 and 4′-OH-PCB3. This cluster also included several parent PCBs with known neurotoxic potential, including PCB37 [55], PCB95 [21,56,57], PCB126 [58,59], and (−)-PCB136 [58,59], as well as the Cabinet Mixture [60]. These PCB compounds exhibited a broad range of effects across morphological and behavioral endpoints. These compounds had low BMD_10_ values for the bent axis, craniofacial, and lower-trunk defects, as well as edema, musculature, and brain abnormalities. Additionally, these compounds also showed effects on EPR and LPR measurements.

The second cluster in the hierarchical clustering analysis included the higher-chlorinated hydroxylate and sulfated PCB metabolites, PCB3, PCB11, PCB28, PCB52, (+)-PCB136, and PCB153; the FRM and HR-PCB mixtures; and three lower-chlorinated PCB metabolites, 4′-OH-PCB3, 4-Cl-BQ, and 5-OH-PCB11. Interestingly, 4-Cl-BQ, a highly reactive and toxic PCB metabolite [18], affected mortality at 120 hpf but altered no other endpoints investigated. The PCB compounds in this cluster affected EPR outcomes, mortality, and, for 4-PCB52 sulfate, the FRM and HR-PCB mixtures, bent-axis, craniofacial, and lower-trunk defects. Compounds in this cluster typically had no effect on other morphological and LPR outcomes. Importantly, this cluster included both lower- and higher-chlorinated congeners and metabolites, further supporting that clustering was not determined solely by degree of chlorination or substitution pattern.

Several PCB congeners included in this study have previously been associated with developmental and neurodevelopmental toxicity across multiple experimental models. Zebrafish exposed to PCB126 exhibited craniofacial malformations [61]. Developmental exposure to PCBs can alter dendritic and axonal patterning, contributing to neurodevelopmental abnormalities [62]. Effects on neuronal morphology have been observed for PCB11, 4-OH-PCB11, and 4-PCB11 sulfate, with increased axonal and dendritic growth in cortical and hippocampal neurons and enhanced dendritic arborization in developing rat neurons [63,64,65]. This also aligns with altered dendritic and axonal morphology and apoptosis in primary rat cortical cultures exposed to PCB37 [55]. In rodent models, PCB95 enhances dendritic growth and arborization in hippocampal neurons through ryanodine receptor–dependent signaling and altered calcium dynamics [21,56,57].

Beyond cellular effects, developmental PCB exposure has also been linked to functional neurobehavioral outcomes. For example, Zebrafish developmentally exposed to PCB95 exhibited altered locomotor behavior in the LPR, showing dose- and time-dependent effects [66]. Developmental exposure to PCB126 impaired behavioral habituation and produced developmental abnormalities such as edema and craniofacial defects [67,68,69], while PCB153 resulted in delayed startle responses in zebrafish [70]. In rat adrenal cultures, PCB153 exposure disrupted dopaminergic signaling, suggesting interference with neurotransmitter regulation [71]. Adult mice exposed to the HR-PCB mixture exhibited deficits in long-term spatial memory [72]. Mice developmentally exposed to the FRM altered social communication and social novelty [73].

One intriguing finding is that the (−)-PCB136 atropisomer clustered most closely with the Cabinet Mixture, while the (+)-PCB136 atropisomer clustered with PCB28, suggesting atropisomer-dependent differences in biological activity. The observation that (−)-PCB136 produced responses across several endpoints, whereas (+)-PCB136 produced minimal effects, is consistent with previous in vitro studies demonstrating enantioselective toxicity. Specifically, (−)-PCB136 sensitizes ryanodine receptors and promotes dendritic growth in neuronal cultures, while the (+)-enantiomer shows little or no activity [58,59]. Other chiral PCB congeners, such as PCB95, also atropselectively affect outcomes relevant to PCB neurotoxicity in in vitro and cell culture models [74]. Thus, this study, for the first time, demonstrated the enantioselective effects of PCB136 atropisomers in vivo on outcomes relevant to developmental neurotoxicity.

Together, these results demonstrate that PCB metabolites, particularly hydroxylated and sulfated metabolites, adversely affect developmental and neurobehavioral outcomes more frequently and at lower concentrations than the parent PCB congeners. The clustering patterns further indicate that structural features, stereochemistry, and metabolic transformation influence toxicity profiles. The overlap between morphological and behavioral responses highlights the value of integrated phenotypic screening approaches that capture both structural and functional endpoints when assessing the developmental toxicity of PCBs.

### 3.2. cyp1a Reporter Expression

PCBs can cause toxic effects through activation of the aryl hydrocarbon receptor (AhR), which results in the induction of *cyp1a* in vertebrate animals. Several PCB metabolites have also been shown to induce AhR activity in rat cells in culture [13,75,76]. Therefore, the spatial induction of *cyp1a* was evaluated using a *cyp1a* reporter zebrafish line for a targeted subset of chemicals selected based on potency in the developmental toxicity screen. Nine PCBs (PCB126 and (-)-PCB136), and PCB metabolites (3′-OH-PCB3, 4′-OH-PCB3, 4-Cl-BQ, 4-OH-PCB11, 5-OH-PCB11, 4′-OH-PCB25, and 4-OH-PCB52) with BMD_10_ values below 2 µM, along with 4′-PCB25 sulfate, were selected for follow-up assessment of *cyp1a* activation. Embryos were exposed beginning at 6 hpf and imaged at 120 hpf under exposure and imaging conditions optimized to detect robust *cyp1a* induction.

At these relatively high exposure concentrations, only PCB126 activates the AhR and elicits strong *cyp1a* activation above control levels (Figure 4). PCB126 exposure resulted in strong GFP expression localized primarily to the intestinal and liver region, consistent with canonical AhR-mediated responses [77]. None of the remaining parent PCBs or metabolites induced *cyp1a* expression distinguishable from controls at the exposure concentrations tested, despite exhibiting morphological and/or behavioral effects in the screening assays (Figure 3). These results indicate that, within this subset of potent developmental toxicants, *cyp1a* induction was restricted to PCB126, suggesting that AhR activation may not be the primary mechanism underlying the majority of observed PCB-associated developmental effects. Although only PCB126 induced *cyp1a* expression in this study, future investigations incorporating full concentration–response analyses may be necessary to characterize AhR activation thresholds and determine the contribution of AhR signaling to PCB-induced developmental toxicity.

### 3.3. Transcriptomics

#### 3.3.1. Overall Transcriptomic Response

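The transcriptomic experiment covered 10 exposures, namely the parent congeners PCB3, PCB11 and PCB126, the hydroxylated metabolites 2′-OH-PCB3, 3′-OH-PCB3, 4′-OH-PCB3, 4-OH-PCB11 and 5-OH-PCB11, the Fox River Mixture (FRM) and the human-relevant PCB mixture (HR-PCB). Zebrafish embryos were exposed from 6 to 48 hpf, each compound at a single concentration that the paper selected from its morphological data, and 8 embryos were pooled for each library. There were 4 libraries per exposure and 8 control libraries, 48 in all. The sample labels divide the controls into 4 libraries of day 1 and 4 of day 2 and give no day for the exposed embryos, whereas the paper uses the 8 controls as a single global control. The labels name the HR-PCB libraries ADRD Mixture. They were taken as HR-PCB because the supplementary material cites that mixture for HR-PCB and it was the only exposure with no libraries under its own name. Libraries were prepared with QuantSeq Pool, a 3′ mRNA-Seq workflow in which samples are barcoded before pooling and reads come from the 3′ ends of polyadenylated transcripts. The protocol text of the labels names a directional mRNA kit instead, while the description of each library names QuantSeq Pool. The authors trimmed the reads with Trimmomatic, aligned them to the zebrafish genome with STAR, collapsed them by unique molecular identifier and counted them per gene with HTSeq. The deposited values are these counts, without normalization, for 32057 genes named by Ensembl identifier, although the paper cites the RefSeq assembly. The deposited table gives a chromosome for each gene and no genome build.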

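The counts per library summed to between 3736236 and 5771779, with a median of 4598037. The median total was 4522082 in the day 1 controls (range 4182835 to 4614725) and 5532274 in the day 2 controls (range 4110623 to 5771779). It was 5130806 for PCB3, 4859114 for PCB11 and 4421144 for PCB126. Among the metabolites it was 5041558 for 2′-OH-PCB3, 4736222 for 3′-OH-PCB3, 4227774 for 4′-OH-PCB3, 4778650 for 4-OH-PCB11 and 4069375 for 5-OH-PCB11. For the mixtures it was 4151580 for FRM and 4863586 for HR-PCB. The lowest total was in an FRM library, and the ranges within the exposures extended from 3736236 to 4720602 for FRM and from 5049784 to 5593328 for PCB3, with the other exposures between 3775197 and 5708320. The paper states a higher number of reads per sample retained after collapsing, and the values here use the deposited totals. A count of 0 allows up to 3 counts, and 3 counts in each of the 8 controls correspond to 0.639 CPM, where CPM is the count scaled by library size. Differentially expressed genes (DEGs) were called with edgeR's quasi-likelihood test on 13125 genes past edgeR's filter on low counts, in a single fit of the 48 libraries with the 8 controls as 1 group. DEGs had a Benjamini-Hochberg adjusted p of at most 0.05, with no fold-change limit. The paper describes DESeq2 and a p-value of at most 0.05 without such a limit, and its definition does not state that the p-value is adjusted. Adjusted p-values of genes below are from this test. Values per gene are in CPM after edgeR's normalization of library sizes, as mean ± SD. Each comparison was also made against the controls of each day alone.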

Global transcriptional patterns for 10 compounds across PCB, hydroxylated PCB, and mixture exposures were evaluated using principal component analysis (PCA) of normalized read counts (Figure 5). Samples clustered according to exposure, with parent congeners and most metabolites exhibiting profiles similar to controls. 

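The PCA was computed on log2 CPM (prior count of 2) of the 500 most variable genes. PC1 held 27.9% of the variance and PC2 held 14.8%. With all 13125 genes, PC1 fell to 17.6%, the largest shift among the alternatives. The group means of PCB3 and PCB11 lay 1.57 and 0.417 from the mean of the day 1 controls on PC1 and PC2, while the libraries of these exposures lay on average 2.87 and 1.54 from their own group means. For PCB126 and 4′-OH-PCB3 the distance to the day 1 controls was 4.55 and 4.33, and the average distance within the group was 5.42 and 2.58. These distances were below the distance of 19.2 between the day 1 and day 2 control means. The libraries of 3′-OH-PCB3, 2′-OH-PCB3 and 4-OH-PCB11 lay farther away, at 13.0, 18.5 and 17.3 from the day 1 controls, and were also more dispersed, with average within-group distances of 6.71, 6.86 and 6.89. One library of each of these metabolites lay nearer to the controls than the rest on PC1, at -3.78 for 3′-OH-PCB3, -2.96 for 2′-OH-PCB3 and -4.97 for 4-OH-PCB11, against group means of 3.23, 8.83 and 7.62. The exposures were not tested against each other on the components.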

One metabolite, 5-OH-PCB11, produced a unique response from controls and all other tested compounds, while 2 mixtures, HR-PCB and FRM, produced a unique response from PCBs and metabolites. 

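The libraries of 5-OH-PCB11 had the highest values on PC1, at 27.1 ± 3.03 (SD, n = 4), compared with -9.62 ± 1.03 in the day 1 controls and -4.98 ± 0.445 in the day 2 controls (n = 4 each). The lowest 5-OH-PCB11 library was at 23.6, above the highest library of any other exposure, an HR-PCB library at 16.2. On PC2 the controls of the 2 days were apart, at 6.33 ± 3.03 on day 1 and -12.3 ± 1.80 on day 2. FRM and HR-PCB had PC2 values of -13.5 ± 2.02 and -12.3 ± 4.13, close to the mean of the day 2 controls. The FRM libraries lay on average 6.25 from the mean of the day 2 controls and 22.8 from that of the day 1 controls, and the HR-PCB libraries 7.10 and 23.0. Each of the 28 libraries of the 7 exposures other than 5-OH-PCB11, FRM and HR-PCB lay nearer to the day 1 controls, and each of the 12 libraries of these 3 lay nearer to the day 2 controls, on log2 CPM of 500 or of all tested genes and on variance-stabilized counts. Since the labels give no day for the exposed embryos, the difference between the mixtures and the other exposures cannot be recomputed within a day. A comparison of the control days on the 8 control libraries gave 2079 DEGs among 11676 genes tested, 975 higher and 1104 lower on day 2. Among the gene lists, genes of DNA replication were higher on day 2 (32 of 32 genes, adjusted p = 2.1e-13 from limma's camera test) and hatching gland genes were higher in 5 of 6 genes (adjusted p = 6.4e-06).

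**Figure D1:**
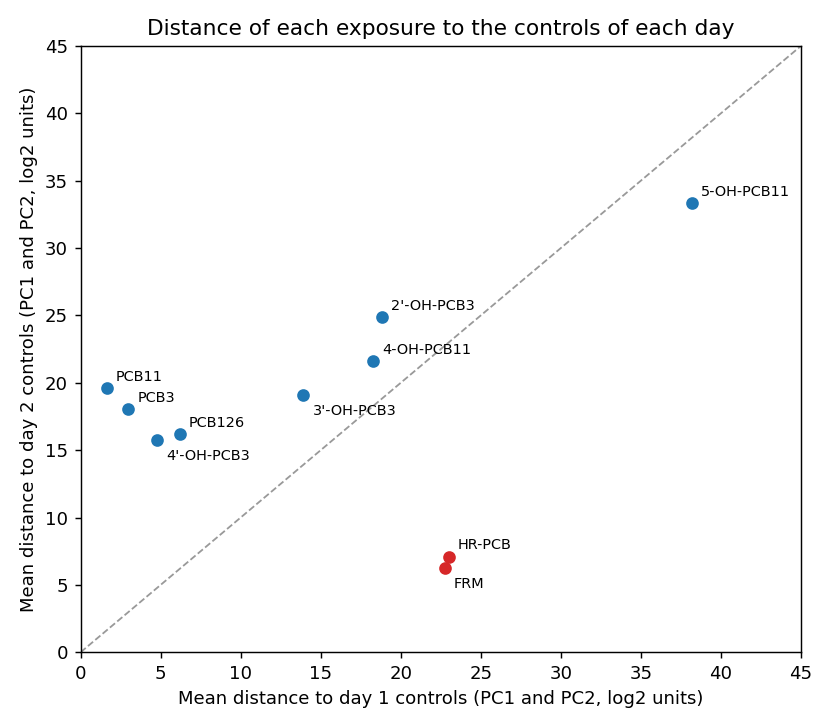
Mean distance of the 4 libraries of each exposure to the mean of the day 1 controls (horizontal axis) and of the day 2 controls (vertical axis) on PC1 and PC2, in log2 units, with the mixtures in red, the other exposures in blue and equal distances as a dashed line. FRM and HR-PCB lie below the line at 6.25 and 7.10 from the day 2 controls, 5-OH-PCB11 lies below it at 38.2 and 33.3, and the other 7 exposures lie above it.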

Differential expression analysis revealed a wide range of responses across exposures. 

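Against the 8 controls, PCB3 had 0 DEGs, with 1648 genes at an unadjusted p of at most 0.05. PCB11 had 228 DEGs (97 upregulated and 131 downregulated) and PCB126 had 211 (120 upregulated and 91 downregulated). Of the alternatives, the day 2 controls alone moved the count of PCB3 most, to 2195. As a ratio, a fit with the 8 controls alone moved that of PCB11 most, to 7. DESeq2 with an absolute log2 fold change of at least 1 moved that of PCB126 most as a ratio, to 10. In number of genes, the day 2 controls alone moved the counts of PCB11 and PCB126 most. Against the day 1 controls alone there were 0 DEGs for PCB3 (600 genes at an unadjusted p of at most 0.05), 10 for PCB11 and 80 for PCB126, and against the day 2 controls alone there were 2195, 2334 and 2155. DEGs called in the same direction against all 8 controls and against each day numbered 9 for PCB11 and 56 for PCB126. Of the DEGs against the 8 controls, 37.3% for PCB11 and 30.3% for PCB126 were also DEGs between the control days, and 84 of these 85 genes for PCB11 and 59 of 64 for PCB126 were changed toward the level of day 1. In simulated unchanged groups at the day 1 level, 22 to 229 DEGs arose against the pooled controls over 20 runs, and a mean of 0.05 arose when the control days did not differ. The smallest adjusted p for an upregulated gene of PCB126 belonged to cyp1a, at 632 ± 207 CPM (SD, n = 4) against 2.48 ± 0.964 (n = 8) in the controls, followed by sult6b1 and ugt1b5. Over the 3 parents and the 5 metabolites, the difference in mean log10 of the number of DEGs plus 1 was -1.20 (exact permutation test, two-sided, p = 0.0536, where the 56 divisions of the 8 compounds allow 0.0179 at the smallest). Counting DEGs against the day 1 controls alone gave p = 0.0179 from the same exact test, and counting genes at an unadjusted p gave 0.464.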

Parent PCB congeners elicited few differentially expressed genes (DEGs), including PCB3 (4 DEGs), PCB11 (8 DEGs), and PCB126 (10 DEGs). Among hydroxylated PCB3 metabolites, 2′-OH-PCB3 produced the largest transcriptional response with 165 DEGs, followed by 3′-OH-PCB3 with 62 DEGs. In contrast, 4′-OH-PCB3 induced only 13 DEGs, highlighting the importance of hydroxylation position in modulating gene expression responses.

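There were 924 DEGs for 2′-OH-PCB3 (561 upregulated and 363 downregulated) and 328 for 3′-OH-PCB3 (221 upregulated and 107 downregulated). Against the day 1 controls alone the counts were 529 and 361, and against the day 2 controls alone 2702 and 1600, so 2′-OH-PCB3 had the larger number with each control group. The DEGs called in the same direction with all 3 control groups numbered 288 for 2′-OH-PCB3 and 93 for 3′-OH-PCB3. Leaving out 1 library at a time gave 487 to 855 DEGs for 2′-OH-PCB3, with the lowest number without replicate 2, and 165 to 246 for 3′-OH-PCB3, with the lowest without replicate 3. The difference in number between these metabolites was not itself tested. The upregulated genes with the smallest adjusted p were sqstm1, ctsla and slc43a2b for 2′-OH-PCB3 and gstp1, ctsla and tpmt.1 for 3′-OH-PCB3. For 2′-OH-PCB3, sqstm1 had a log2 fold change of 1.28 and ctsla of 1.13. The mitochondrial gene mt-nd2 had the smallest adjusted p among downregulated genes in both exposures, with a log2 fold change of -0.45 for 2′-OH-PCB3.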

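4′-OH-PCB3 had 185 DEGs, of which 77 were upregulated and 108 downregulated, with 141 against the day 1 controls alone and 1829 against the day 2 controls alone. A set of 50 DEGs were called in the same direction with all 3 control groups. The number fell to 67 without replicate 1. Of the upregulated genes, sqstm1 had the smallest adjusted p, with a log2 fold change of 1.28. The downregulated genes with the smallest adjusted p were tyrp1b, fabp11b and hmgcs1, with log2 fold changes of -1.02, -1.50 and -1.14. From the counts of DEGs of the hydroxylated PCB3 metabolites, which the paper obtained with its own calls, the paper concludes that the position of the hydroxyl group is important for the gene expression response.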

Hydroxylated PCB11 metabolites exhibited diverse effects. Exposure to 4-OH-PCB11 resulted in 56 DEGs. 

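4-OH-PCB11 had 280 DEGs, 184 upregulated and 96 downregulated. Against the day 1 controls alone the number was 567, against the day 2 controls alone it was 1318, and 111 DEGs were called in the same direction with all 3 control groups. Without replicate 2 the number was 129, and it was at most 209 when any other single replicate was left out. The upregulated genes with the smallest adjusted p were ctsla, slc16a9b and mxc, with log2 fold changes of 1.63 for slc16a9b and 2.02 for mxc, and the downregulated genes were rbp4, anxa1c and mt-nd2. Replicate 4 lay apart from the other 3 libraries of this exposure, which ranged from 10.8 to 12.8 on PC1.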

5-OH-PCB11 elicited a strong transcriptional response, with 958 DEGs, including 433 upregulated and 525 downregulated genes, consistent with its distinct separation from controls in the PCA. 

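5-OH-PCB11 had 4157 DEGs, 1994 upregulated and 2163 downregulated, which was 31.7% of the 13125 genes tested. The counts were 4464 against the day 1 controls alone and 3588 against the day 2 controls alone, and 2316 DEGs were called in the same direction with all 3 control groups. Leaving out 1 library at a time gave 3398 to 3867 DEGs. With an absolute log2 fold change of at least 1 as an additional limit, 785 DEGs were counted, 335 upregulated and 450 downregulated. The upregulated genes with the smallest adjusted p included ccng1 and rps27l, with log2 fold changes of 1.76 and 2.71. Among the downregulated genes, sox12 had a log2 fold change of -2.22. The paper relates the number of DEGs of 5-OH-PCB11 to its separation from the controls in the PCA.

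**Figure D2:**
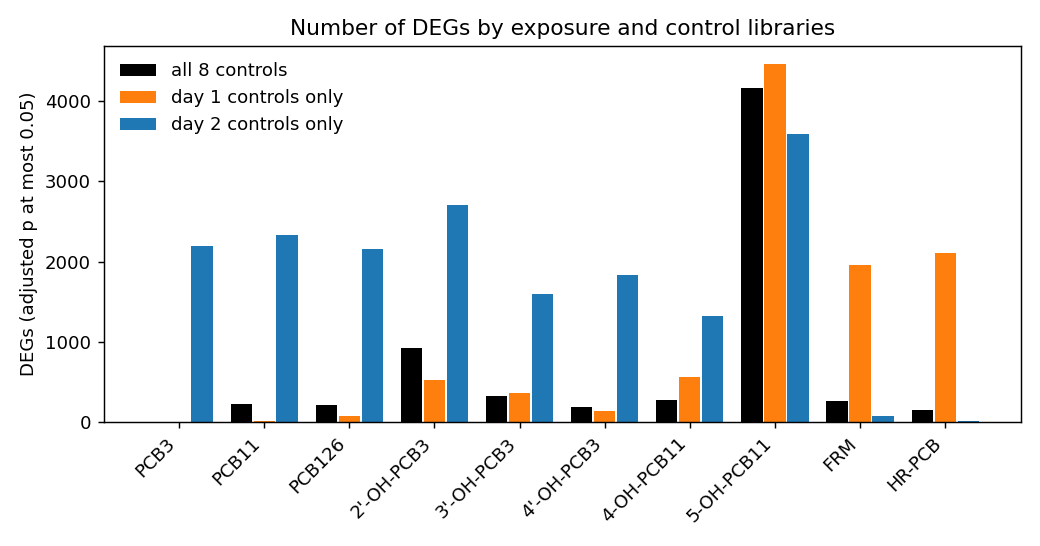
Number of DEGs of each exposure (adjusted p of at most 0.05, bars from 0) against all 8 controls (black), the day 1 controls alone (orange) and the day 2 controls alone (blue). The 3 bars of 5-OH-PCB11 are at 4157, 4464 and 3588, while those of FRM are at 259, 1953 and 80.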

Mixture exposures also had moderate effects on transcriptomics. 

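Against the 8 controls, FRM had 259 DEGs (102 upregulated and 157 downregulated) and HR-PCB had 59 upregulated and 86 downregulated DEGs. Against the day 1 controls alone there were 1953 DEGs for FRM and 2112 for HR-PCB, and against the day 2 controls alone there were 80 and 18. Only 20 DEGs of FRM and 6 of HR-PCB were called in the same direction with all 3 control groups. Of the DEGs against the 8 controls, 151 of FRM (58.3%) and 89 of HR-PCB (61.4%) were also DEGs between the control days, and 150 and 89 of them were changed toward the level of day 2. In simulated unchanged groups at the day 2 level, 75 to 213 DEGs arose against the pooled controls over 20 runs. When each library was left out in turn, the number lay between 27 and 94 for FRM, with the lowest number without replicate 2, and between 9 and 88 for HR-PCB, again lowest without replicate 2. The 2 upregulated genes with the smallest adjusted p in both mixtures were cyp1a and sult6b1, the latter with a log2 fold change of 0.63 for FRM and 0.79 for HR-PCB.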

The HR-PCB mixture and FRM both induced 51 DEGs. 

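The DEGs of the 10 exposures comprised 4979 different genes of 13125 tested. Of these, 2270 were only upregulated, 2508 were only downregulated and 201 were upregulated in 1 exposure and downregulated in another. A single exposure accounted for 3808 of the genes, and 3191 were DEGs of 5-OH-PCB11 alone. The threshold moved the total most, with 957 genes when an absolute log2 fold change of at least 1 was also required (434 only upregulated and 516 only downregulated) and 9754 at an unadjusted p of at most 0.05. In simulated unchanged groups at the level of day 1, 10 exposures gave a mean of 672 different DEGs against the pooled controls, and 653 at the level of day 2.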

Among all 10 of the PCBs tested for transcriptomic effects, a total of 1078 unique DEGs were identified, with 582 being exclusively downregulated and 496 exclusively upregulated.

#### 3.3.2. Upregulated Genes Following PCB Exposure

To characterize PCB-dependent transcriptional responses in zebrafish, an UpSet plot was used to compare upregulated genes across individual PCB congeners, hydroxylated PCB metabolites, and PCB mixtures, identifying shared and exposure-specific molecular signatures (Figure 6A). 

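The largest pairwise overlap of upregulated DEGs was between 2′-OH-PCB3 and 5-OH-PCB11, with 385 shared genes where 85.2 were expected among the 13125 genes tested (adjusted p = 7.1e-189 from a hypergeometric test, 90 overlaps tested). 3′-OH-PCB3 shared 127 upregulated DEGs with 2′-OH-PCB3, and 4-OH-PCB11 shared 113 with 2′-OH-PCB3 and 59 with 3′-OH-PCB3. A set of 100 genes was upregulated by 2′-OH-PCB3, 4-OH-PCB11 and 5-OH-PCB11, and 43 of them were also upregulated by 3′-OH-PCB3. Since the exposures share their controls, unchanged groups were simulated against the same libraries. At the level of day 1 they shared a mean of 9.14 upregulated DEGs per pair and at most 27, and at the level of day 2 a mean of 5.77 and at most 15. FRM and HR-PCB shared 18 upregulated DEGs, of which 9 were higher on day 2 in the controls. As a ratio, the overlap of 2′-OH-PCB3 and 5-OH-PCB11 moved most with an adjusted p of at most 0.01, to 204 genes. It was 243 with the day 1 controls alone and 587 with the day 2 controls alone, the largest move in number of genes. Over both directions, 50 of the 90 overlaps had an adjusted p of at most 0.05.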

Across exposures, there was a robust induction of genes involved in immune responses. The chemokine *ccl20a.3* expression was upregulated following exposure to the FRM and HR mixtures as well as 4-OH-PCB11, 2′-OH-PCB3, and 5-OH-PCB11, consistent with human epidemiological data demonstrating a positive correlation between *ccl20* expression and both non–dioxin-like and dioxin-like PCB exposure [78]. Similarly, *cxcl8a,* also known as IL-8, expression was upregulated by 4-OH-PCB11, 2′-OH-PCB3, and 5-OH-PCB11, aligning with evidence of a positive association between PCB body burden and IL-8 levels in humans [79]. 

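The chemokine gene ccl20a.3 (ENSDARG00000101040, chromosome 2) had at most 1 count in any of the 8 control libraries, a mean of 0.0802 CPM. Its changes are therefore given as lower bounds against 3 counts. After exposure to 5-OH-PCB11 it was at 9.39 ± 9.13 CPM (SD, n = 4), at least 14.7-fold higher than in the controls (adjusted p = 0.000132), with 0.248 CPM in replicate 3. With 4-OH-PCB11 the mean was 7.73 ± 5.14 CPM, at least 12.1-fold higher (adjusted p = 0.00502), with 8.77 to 11.6 CPM in 3 libraries and 0.219 in replicate 4. With 2′-OH-PCB3 it was 4.95 ± 4.30 CPM, at least 7.75-fold higher (adjusted p = 0.00923), with 0.213 CPM in replicate 1. The SD was close to the mean in these exposures. In the mixtures a single library carried the signal. HR-PCB had 30.1 CPM in replicate 2 and at most 0.389 in the other 3 libraries (mean 7.67 ± 14.9, at least 12.0-fold higher, adjusted p = 0.0156), and FRM had 15.6 CPM in replicate 2 and at most 0.238 in the others (mean 4.01 ± 7.71, at least 6.27-fold higher, adjusted p = 0.0594). Leaving out replicate 2 moved the adjusted p for HR-PCB most, to 0.911, within a range of 0.000286 to 0.911 over the alternatives, and for FRM to 0.945, within 0.0128 to 0.945. Without its replicate 2, 2′-OH-PCB3 had an adjusted p of 0.0624 (range over the alternatives 0.000395 to 0.0761).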

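The transcript of cxcl8a (ENSDARG00000104795, chromosome 1) was at 2.31 ± 1.41 CPM (SD, n = 8) in the controls, with 3.42 ± 0.924 on day 1 and 1.20 ± 0.679 on day 2 (n = 4 each, adjusted p = 0.0133 between days). After exposure to 5-OH-PCB11 it was at 17.4 ± 9.25 CPM, a log2 fold change of 2.91 (standard error 0.59, adjusted p = 0.000124), and each of the 4 libraries was above the highest control. For 4-OH-PCB11 the mean was 14.3 ± 11.4 CPM and the log2 fold change 2.63 (standard error 0.59, adjusted p = 0.00842), with 13.8 to 28.2 CPM in 3 libraries and 0.219 CPM, below the lowest control, in replicate 4. For 2′-OH-PCB3 the mean was 11.5 ± 8.01 CPM and the log2 fold change 2.33 (standard error 0.60, adjusted p = 0.0110), with 3 of 4 libraries above the controls. The increases for 4-OH-PCB11 and 2′-OH-PCB3 were not past the threshold against the day 1 controls alone, at adjusted p = 0.0726 and 0.163. Without replicate 3 the adjusted p was 0.105 for 4-OH-PCB11 (range over the alternatives 0.000118 to 0.105) and 0.0611 for 2′-OH-PCB3, where it was also 0.103 without replicate 2 (range 0.000423 to 0.163).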

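In the controls, il1b (ENSDARG00000098700, chromosome 10) had at most 4 counts per library, a mean of 0.386 ± 0.182 CPM (SD, n = 8), so its fold changes rest on a few control counts. The means after exposure to 2′-OH-PCB3, 4-OH-PCB11 and 5-OH-PCB11 were 9.80 ± 8.36, 10.2 ± 8.06 and 9.93 ± 9.72 CPM (n = 4 each). The log2 fold changes were 4.58 (standard error 1.01, adjusted p = 0.00217), 4.64 (standard error 1.01, adjusted p = 0.00585) and 4.62 (standard error 1.03, adjusted p = 0.000408). All 4 libraries of 2′-OH-PCB3 and of 5-OH-PCB11, and 3 of 4 of 4-OH-PCB11, were above the highest control. Without replicate 1 the adjusted p for 4-OH-PCB11 was 0.0506, within a range of 5.4e-05 to 0.0506 over the alternatives. The mean for HR-PCB was 9.58 ± 18.4 CPM, with 37.1 CPM in replicate 2 and 0.195 to 0.583 CPM in the other 3 libraries, which were within the range of the controls. Its log2 fold change of 4.51 (standard error 1.03, adjusted p = 0.0219) became 0.05 without replicate 2, where the adjusted p was 0.999 (range over the alternatives 0.000526 to 0.999).

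**Figure D3:**
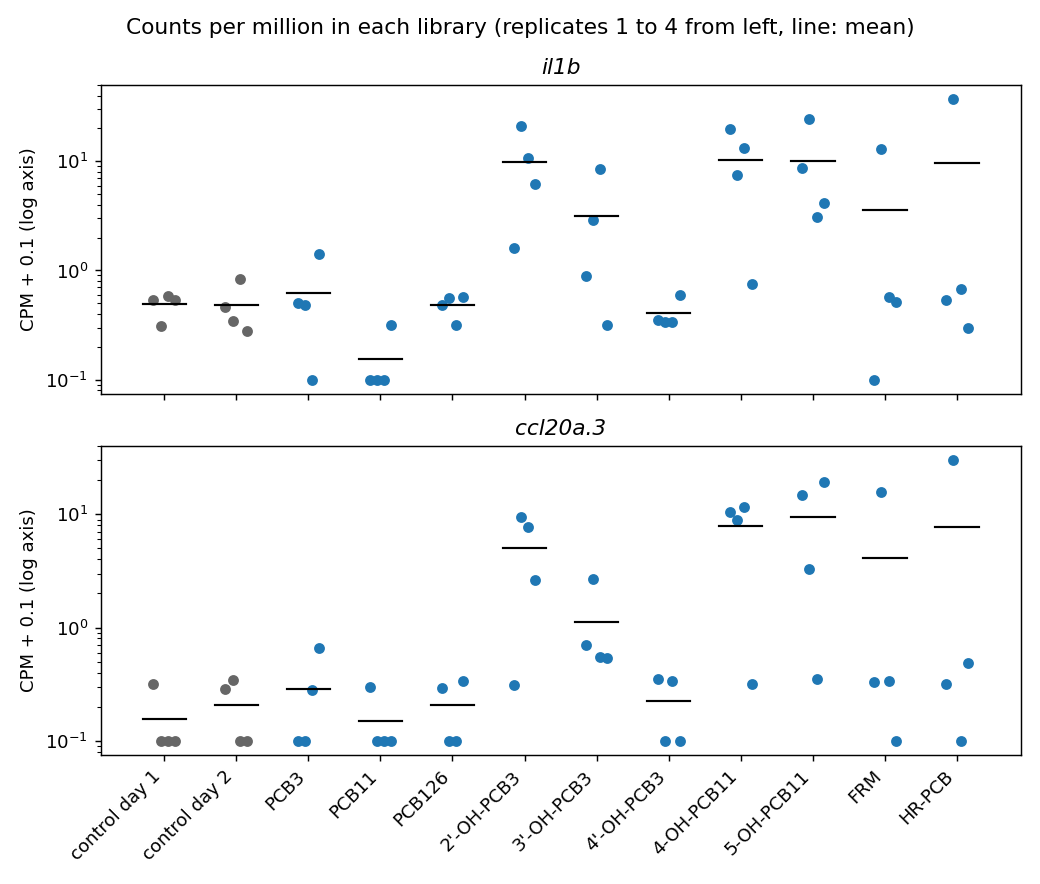
CPM of il1b and ccl20a.3 in each library, plotted as CPM + 0.1 on a log axis, with replicates 1 to 4 from left to right in each group and a line at the group mean. In HR-PCB the mean lies above 3 low libraries because of replicate 2, at 37.1 CPM for il1b and 30.1 CPM for ccl20a.3.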

The pro-inflammatory cytokine *il1b* expression was also induced by the HR-PCB mixture, 4-OH-PCB11, 2′-OH-PCB3, and 5-OH-PCB11, consistent with previous findings showing increased IL-1β in mice exposed to low-chlorinated PCBs [80] and in human cells exposed to Aroclor 1245 [81]. 

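The chemokine receptor gene cxcr3.3 (ENSDARG00000070669, chromosome 16), the NF-κB inhibitor gene nfkbiaa (ENSDARG00000005481, chromosome 20) and the interferon regulatory factor gene irf7 (ENSDARG00000045661, chromosome 25) were at 2.85 ± 0.902, 4.45 ± 1.36 and 0.504 ± 0.503 CPM in the 8 controls (SD). All 3 were DEGs of 5-OH-PCB11. The log2 fold changes were 1.59 for cxcr3.3 (standard error 0.32, adjusted p = 0.000133), 1.69 for nfkbiaa (standard error 0.37, adjusted p = 0.000298) and 2.19 for irf7 (standard error 0.51, adjusted p = 0.000746), with 3, 4 and 4 of 4 libraries above the highest control. 4-OH-PCB11 had log2 fold changes of 1.33 for cxcr3.3 (adjusted p = 0.0161) and 1.85 for nfkbiaa (adjusted p = 0.00168), with all 4 libraries above the controls for both genes. Without replicate 2 these values were adjusted p = 0.136 (range over the alternatives 0.00361 to 0.136) and 0.0599 (range 8.5e-06 to 0.0599). 2′-OH-PCB3 raised irf7 by 1.93 on the log2 scale (standard error 0.50, adjusted p = 0.0117), with 3 of 4 libraries above the controls, and without replicate 3 the adjusted p was 0.192 (range 0.00147 to 0.192). In FRM and HR-PCB the adjusted p of these genes was at least 0.330.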

Additional immune-related genes, including *cxcr3.3*, *irf7*, and *nfkbiaa*, were also upregulated; however, direct evidence linking these transcriptional responses to PCB exposure remains limited, suggesting potential yet underexplored roles for these pathways in PCB-induced immune modulation.

In addition to immune-related pathways, several genes associated with neuroactive signaling and neuronal activity were also differentially expressed following PCB-related exposures. The nicotinic acetylcholine receptor subunit *chrng* and the neuropeptide hormone *gnrh2* were upregulated following exposure to hydroxylated lower-chlorinated PCB metabolites. 

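The muscle-type nicotinic acetylcholine receptor subunit gene chrng (ENSDARG00000086647, chromosome 2) had at most 4 counts in any control library, 0.596 ± 0.209 CPM (SD, n = 8). It was at 3.27 ± 1.51 CPM after exposure to 5-OH-PCB11, a log2 fold change of 2.40 (standard error 0.40, adjusted p = 4.4e-06), with each of 4 libraries above the controls. After exposure to 2′-OH-PCB3 it was at 1.99 ± 0.811 CPM, a log2 fold change of 1.71 (standard error 0.41, adjusted p = 0.00520), which was not past the threshold against the day 1 controls alone (adjusted p = 0.0845). The gene gnrh2 (ENSDARG00000044754, chromosome 21) was at 2.31 ± 0.731 CPM in the controls and at 25.0 ± 15.5 CPM with 5-OH-PCB11, a log2 fold change of 3.43 (standard error 0.59, adjusted p = 9.9e-06). For 3′-OH-PCB3 the log2 fold change was 2.54 (standard error 0.63, adjusted p = 0.0169), with 35.7 CPM in replicate 3 and 4.79 to 7.39 CPM in the other 3 libraries. It was 1.43 without replicate 3, where the adjusted p was 0.403 (range over the alternatives 0.000869 to 0.403). For 2′-OH-PCB3 the increase was smaller than the spread between its libraries, with 5.57 ± 5.56 CPM and a log2 fold change of 1.31 (standard error 0.72, adjusted p = 0.306).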

Direct evidence linking PCB exposure specifically to regulation of *chrng* is limited; however, PCBs are known to disrupt cholinergic signaling more broadly [82,83], indicating this gene may represent a previously underrecognized target of PCB metabolites. A study examining *gnrh* observed a significant increase following Aroclor 1221 exposure in mouse hypothalamic cells [84]. Additionally, *fosab*, a member of the fos immediate-early gene family [85], was upregulated following exposure to 2′-OH-PCB3 and 5-OH-PCB11. These immediate-early transcription factors are markers of neuronal activation and are implicated in long-term plasticity and gene expression programs following synaptic input [86,87]. 

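The immediate-early gene fosab (ENSDARG00000031683, chromosome 20) was at 1.59 ± 0.873 CPM (SD, n = 8) in the controls. It was at 19.6 ± 5.08 CPM after exposure to 5-OH-PCB11, a log2 fold change of 3.58 (standard error 0.55, adjusted p = 1.4e-06), and the range of 15.2 to 24.3 CPM over its 4 libraries did not overlap with the controls. With 2′-OH-PCB3 it was at 8.95 ± 4.90 CPM, a log2 fold change of 2.46 (standard error 0.59, adjusted p = 0.00559), with 3 of 4 libraries above the highest control at 3.19 CPM. Without replicate 2 of 2′-OH-PCB3 the adjusted p was 0.0624, within a range of 0.000165 to 0.0624 over the alternatives.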

Although direct evidence of *fos* regulation following exposure to PCBs and their metabolites remains limited, PCBs have been shown to broadly alter neural gene expression and disrupt pathways associated with synaptic function and neurotoxicity in mouse models [88,89]. These suggest that PCB metabolites may similarly influence neuronal signaling and activity-dependent transcriptional responses.

#### 3.3.3. Downregulated Genes Following PCB Exposure

An UpSet plot examining the overlap in downregulated genes is shown in Figure 6B. 

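FRM and HR-PCB shared 47 downregulated DEGs, of which 43 were also lower on day 2 than on day 1 in the controls, and 37 of the shared genes were also downregulated by 5-OH-PCB11 (33 of them lower on day 2). 5-OH-PCB11 shared 104 downregulated DEGs with FRM, 64 with HR-PCB and 101 with 2′-OH-PCB3. Unchanged groups simulated at the level of day 2 shared a mean of 45.5 downregulated DEGs per pair against the pooled controls, and at most 72. With the day 2 controls alone, the genes shared by FRM and HR-PCB numbered 4 and those shared with 5-OH-PCB11 as well numbered 3, and with the day 1 controls alone they numbered 740 and 612. At an adjusted p of at most 0.01 both numbers were 0. 2′-OH-PCB3 and 3′-OH-PCB3 shared 44 downregulated DEGs where 2.96 were expected, and PCB11 and 2′-OH-PCB3 shared 41 where 3.62 were expected. Unchanged groups at the level of day 1 shared a mean of 21.8 and at most 56.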

Across PCBs and hydroxylated PCBs, several genes involved in neuroactive signaling and neuronal activity were downregulated. Both *gnb3a* and *gng13b*, which encode β and γ subunits of heterotrimeric G proteins that mediate G protein-coupled receptor (GPCR) signaling [90], were downregulated following exposure to the HR mixture, FRM, and 5-OH-PCB11. These findings are consistent with earlier results demonstrating that PCBs alter neurotransmitter systems that rely on GPCR signaling, including dopaminergic and adrenergic pathways [91,92,93], suggesting that reduced expression of these genes may reflect broader disruption of neuronal signal transduction. Additionally, *grin2da*, which encodes a subunit of the NMDA-type glutamate receptor involved in excitatory neurotransmission and synaptic plasticity [94], was downregulated following exposure to 2′-OH-PCB3 and FRM. 

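Both genes differed between the control days. In the controls, gnb3a (ENSDARG00000004358, chromosome 16) was at 25.3 ± 5.37 CPM on day 1 and 1.69 ± 0.992 on day 2 (SD, n = 4 each), and gng13b (ENSDARG00000037921, chromosome 3) was at 46.8 ± 3.00 and 13.9 ± 2.02 CPM, log2 fold changes of -3.86 and -1.76 from day 1 to day 2. Against the 8 controls, gnb3a had log2 fold changes of -2.77 for FRM (standard error 0.66, adjusted p = 0.0197) and -3.27 for HR-PCB (standard error 0.69, adjusted p = 0.0156). Against the day 2 controls alone these were 0.13 (adjusted p = 0.960) and -0.37 (adjusted p = 0.925), and the range of adjusted p over the alternatives was 3.5e-12 to 0.960 for FRM and 3.0e-13 to 0.925 for HR-PCB. For gng13b the log2 fold changes were -1.19 for FRM (standard error 0.28, adjusted p = 0.0188) and -1.18 for HR-PCB (standard error 0.28, adjusted p = 0.0231), and -0.08 for both against the day 2 controls alone (adjusted p = 0.914 and 0.953). The calls of gnb3a were lost without any 1 of the 4 FRM libraries, at adjusted p = 0.0573 to 0.0758, and without replicate 2 or 4 of HR-PCB, at 0.0714 and 0.0592. Those of gng13b were lost without replicate 1, 2 or 4 of either mixture, at 0.0595 to 0.0926. After exposure to 5-OH-PCB11, gnb3a had 2 to 3 counts in each library. Set at 3 counts in each, it was 17.4-fold lower than in the 8 controls, an estimate that rests on few counts. The adjusted p was 7.5e-05, and 0.0935 against the day 2 controls alone (range over the alternatives 2.0e-14 to 0.0935). The level of gng13b was 7.77 ± 1.01 CPM with 5-OH-PCB11, a log2 fold change of -1.94 (standard error 0.32, adjusted p = 3.6e-06), and it was also lower than in the day 2 controls, by -0.83 on the log2 scale (adjusted p = 0.000551).

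**Figure D4:**
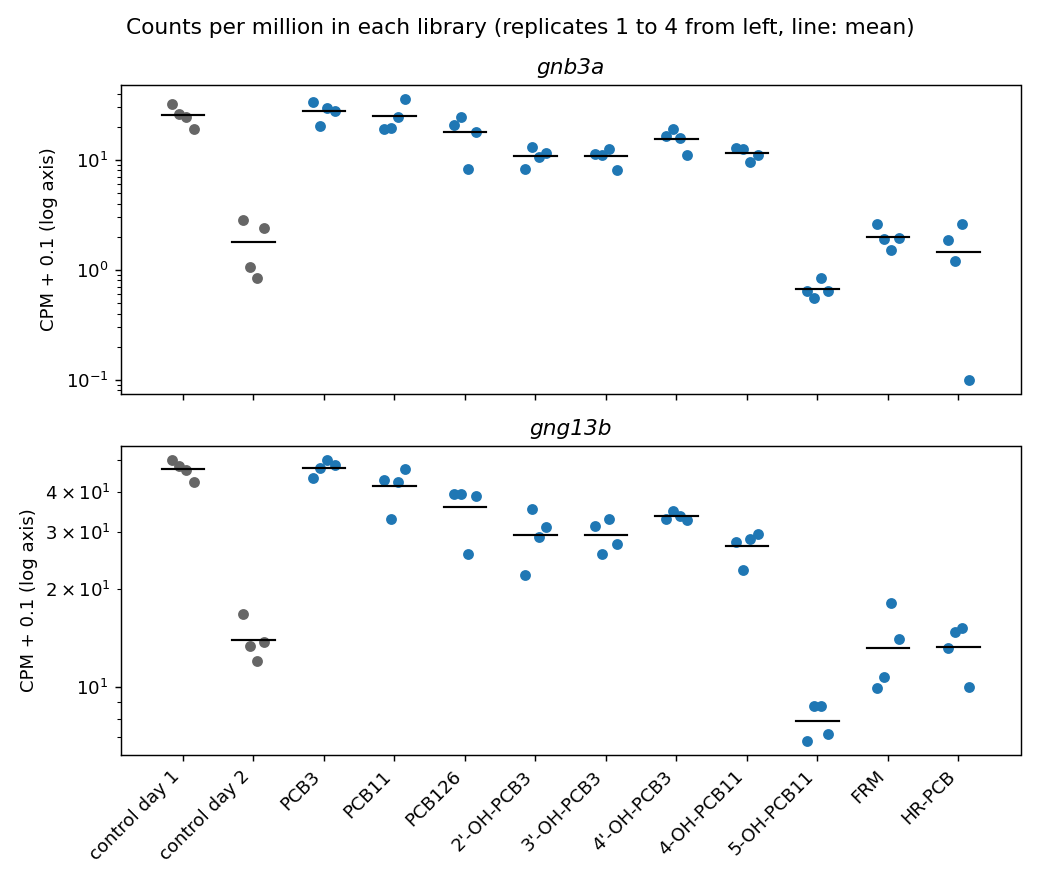
CPM of gnb3a and gng13b in each library, plotted as CPM + 0.1 on a log axis, with replicates 1 to 4 from left to right in each group and a line at the group mean. The FRM and HR-PCB libraries lie at the level of the day 2 controls for both genes, and the 5-OH-PCB11 libraries of gng13b lie below both control days at 7.77 CPM.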

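A list of 18 phototransduction genes, tested because such genes differ with retinal development, followed the same order. With limma's camera test at an inter-gene correlation of 0.01, adjusted over 12 lists and 10 exposures, it was lower for 5-OH-PCB11 (2 of 18 genes higher, adjusted p = 2.6e-07), FRM (3 of 18 higher, adjusted p = 0.000209) and HR-PCB (2 of 18 higher, adjusted p = 3.3e-05), and these calls held under fry. It was higher for PCB3 (14 of 18 higher, adjusted p = 0.000302) and PCB126 (13 of 18 higher, adjusted p = 0.0312, not held under fry and lost without replicate 2 or 4, at 0.0822 and 0.0886). DEGs among its genes numbered 11, 4 and 3 for 5-OH-PCB11, FRM and HR-PCB, and 11, 5 and 5 when adjusted over the list alone. In the controls it was lower on day 2 (1 of 16 genes higher, adjusted p = 2.3e-14). Against the day 1 controls alone it was lower for PCB126 (adjusted p = 0.0112) and not past the threshold for PCB3 (adjusted p = 0.387). It was also lower there for PCB11 (0.0177), 4′-OH-PCB3 (0.000604), 4-OH-PCB11 (2.1e-05), 3′-OH-PCB3 (1.2e-05) and 2′-OH-PCB3 (3.3e-06). With the day 2 controls alone the list was higher in PCB3, PCB126 and each of these exposures, at adjusted p of at most 0.000209. Against the day 2 controls alone, which weakened or reversed more list results than any other alternative, it was unchanged for FRM (adjusted p = 0.731) and HR-PCB (adjusted p = 0.902), where its direction was upward, and lower for 5-OH-PCB11 (adjusted p = 8.6e-05). Over the alternatives the adjusted p for FRM was at most 0.731 and for HR-PCB at most 0.902. Of 120 pairs of list and exposure, 62 had an adjusted p of at most 0.05, and 51 of these held under fry.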

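The NMDA receptor subunit gene grin2da (ENSDARG00000086207, chromosome 19) was at 3.98 ± 0.923 CPM (SD, n = 8) in the controls, with no difference between the days (log2 fold change -0.16, adjusted p = 0.709). After exposure to 2′-OH-PCB3 it was at 1.58 ± 0.129 CPM, a log2 fold change of -1.32 (standard error 0.29, adjusted p = 0.00170), with 4 of 4 libraries below the lowest control at 2.17 CPM. After exposure to FRM it was at 1.87 ± 0.536 CPM, a log2 fold change of -1.06 (standard error 0.29, adjusted p = 0.0384), with 3 of 4 libraries below the controls. The decrease for FRM was not past the threshold when any 1 of its libraries was left out (adjusted p = 0.0518 to 0.121), without a filter on low counts (adjusted p = 0.0516) or against the day 2 controls alone (log2 fold change -0.98, adjusted p = 0.149), and the range over the alternatives was 0.0107 to 0.159. That for 2′-OH-PCB3 stayed past it in each alternative, at 0.00160 to 0.0118.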

While evidence of *grin2da* is limited following PCB exposure, PCBs alter glutamatergic signaling and NMDA receptor–dependent calcium pathways that regulate neuronal development and synaptic plasticity [10,56], supporting a potential role for PCB metabolites and mixtures in altering excitatory neurotransmission.

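The level of the circadian genes cry1a (ENSDARG00000045768, chromosome 4) and cry3b (ENSDARG00000091131, chromosome 22) differed between the control days. On day 1, cry1a was at 9.34 ± 3.39 CPM and on day 2 at 1.92 ± 0.402 (SD, n = 4 each), and cry3b was at 6.98 ± 1.55 and 2.64 ± 0.655 CPM, log2 fold changes of -2.28 (adjusted p = 6.0e-05) and -1.39 (adjusted p = 0.00109). Against the 8 controls, cry1a had log2 fold changes of -2.04 for FRM (standard error 0.45, adjusted p = 0.0157), -1.49 for HR-PCB (standard error 0.40, adjusted p = 0.0496), and -1.35 for 4-OH-PCB11 (standard error 0.39, adjusted p = 0.0553), and for 3′-OH-PCB3 it fell by 2.00 (standard error 0.44, adjusted p = 0.00655). For cry3b they were -1.39 for 3′-OH-PCB3 (standard error 0.32, adjusted p = 0.00918) and -1.02 for 4-OH-PCB11 (standard error 0.30, adjusted p = 0.0582). None of these 6 pairs was past the threshold against the day 2 controls alone, where the adjusted p was 0.227 to 0.999 and the log2 fold changes of cry1a were 0.01 for HR-PCB and 0.15 for 4-OH-PCB11. Each of the 6 was past it against the day 1 controls alone, with adjusted p from 1.4e-10 to 5.5e-05. The call of cry1a was lost without replicate 1 or 3 of FRM (adjusted p = 0.0615 and 0.0536) and without any 1 library of HR-PCB (0.0708 to 0.154), and that of cry3b without replicate 2 of 3′-OH-PCB3 (0.0711).

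**Figure D5:**
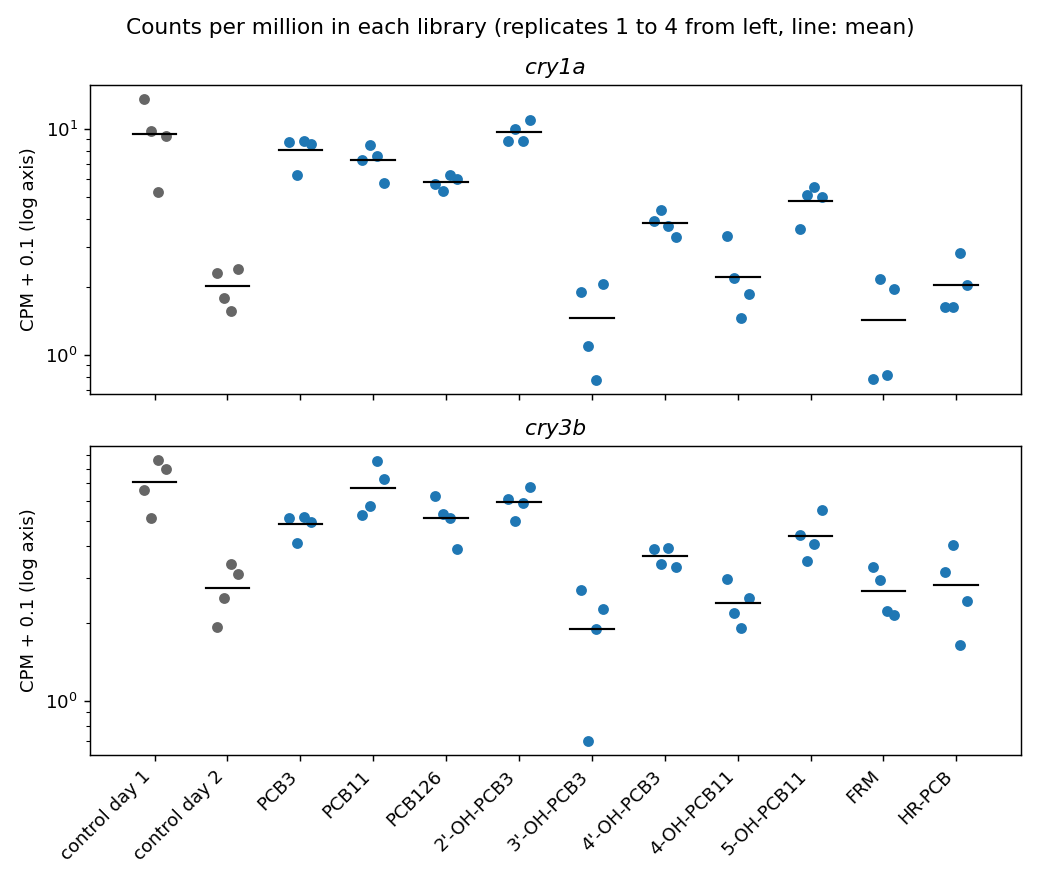
CPM of cry1a and cry3b in each library, plotted as CPM + 0.1 on a log axis, with replicates 1 to 4 from left to right in each group and a line at the group mean. The libraries of FRM, HR-PCB, 3′-OH-PCB3 and 4-OH-PCB11 lie at the level of the day 2 controls, at 1.92 CPM for cry1a and 2.64 CPM for cry3b.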

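The pair of cry1a and cry3b, which the study chose on these samples and which is therefore not independent evidence, was lower as a list for 3′-OH-PCB3 (adjusted p = 0.000131 with camera), FRM (0.00235), 4-OH-PCB11 (0.00444) and HR-PCB (0.00688), all held under fry. With adjustment over the list alone both genes were DEGs in each of these 4 exposures. A wider list of 24 circadian clock genes was lower for HR-PCB (7 of 24 genes higher, adjusted p = 0.000140), FRM (6 of 24, adjusted p = 0.00193) and 3′-OH-PCB3 (8 of 24, adjusted p = 0.00388), of which HR-PCB held under fry. It was higher for PCB11 (18 of 24, adjusted p = 0.000870), 2′-OH-PCB3 (19 of 24, adjusted p = 0.00193), PCB3 (19 of 24, adjusted p = 0.00536) and PCB126 (18 of 24, adjusted p = 0.0338), of which PCB11 and 2′-OH-PCB3 held under fry. The call for PCB126 was lost without replicate 1 or 3, at adjusted p = 0.0540 and 0.0536. DEGs among the 24 genes numbered 7 for 3′-OH-PCB3, 2 for FRM and 2 for HR-PCB, and 7, 4 and 8 when adjusted over the list alone. In the controls this list was lower on day 2 (2 of 22 genes higher, adjusted p = 2.0e-09). The increases reversed against the day 1 controls alone, at adjusted p = 0.00872 for PCB3, 0.0155 for PCB126, 0.300 for PCB11 and 0.668 for 2′-OH-PCB3. The decreases reversed against the day 2 controls alone, at adjusted p = 0.373 for 3′-OH-PCB3, 0.341 for FRM and 0.599 for HR-PCB. Some exposures that lie nearer to the day 1 controls were lower against those controls alone. The adjusted p was 2.0e-14 for 3′-OH-PCB3, 1.9e-11 for 4′-OH-PCB3 and 7.0e-10 for 4-OH-PCB11. Against the day 2 controls alone the direction was upward for 4′-OH-PCB3 (0.0658) and 4-OH-PCB11 (0.0451) as well.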

Notably, multiple core circadian clock components, including *cry1a* and *cry3b* [95] were downregulated across several PCB exposure conditions. Alteration of circadian regulators has been reported following PCB exposure in zebrafish and mammalian systems [91,92,93] and is thought to reflect disruption of endocrine and metabolic signaling pathways that interface with the molecular clock [96,97]. While the analysis did not include time-resolved or functional assays of circadian rhythmicity, the downregulation of clock-associated genes across exposures suggests that PCB exposure may influence molecular components of the circadian system. Circadian gene downregulation has been associated with altered metabolic homeostasis, stress responses, and behavioral outcomes, suggesting that PCB-induced suppression of clock genes may represent a molecular event linking PCB exposure to downstream physiological dysfunction.

#### 3.3.4. Pathway Analysis Following PCB Exposure

KEGG pathway enrichment analysis across PCB congeners, metabolites, and mixtures revealed similarities and differences among tested compounds (Figure 7). 

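KEGG gene sets were not used here, and the immune response was tested with 2 lists of genes. The 6 immune genes that the study names were chosen on these samples, so their result is not independent evidence. They were higher as a list for 4-OH-PCB11 (adjusted p = 5.8e-10 from camera), 2′-OH-PCB3 (1.4e-05), 3′-OH-PCB3 (0.000963) and 5-OH-PCB11 (0.00104), all held under fry, with 6 of 6 genes higher in each. DEGs among them numbered 5, 6, 0 and 6, and 6, 6, 4 and 6 when adjusted over the list alone. A wider list of 33 innate immune genes, which includes named genes of the study, was higher for 4-OH-PCB11 (33 of 33 genes, adjusted p = 4.1e-31), 2′-OH-PCB3 (32 of 33, adjusted p = 1.4e-24), 3′-OH-PCB3 (32 of 33, adjusted p = 9.5e-19) and 5-OH-PCB11 (32 of 33, adjusted p = 2.7e-14), and these 4 calls held under fry and against the controls of each day. DEGs numbered 17, 23, 11 and 33, and 28, 30, 24 and 33 when adjusted over the list alone. It was also higher for HR-PCB (28 of 33, adjusted p = 0.000753) and FRM (26 of 33, adjusted p = 0.0192), which did not hold under fry (adjusted p = 0.309 and 0.486). DEGs numbered 3 and 0 in these mixtures, and 12 and 2 when adjusted over the list alone. In both mixtures replicate 2 set the result. The mean log2 CPM of the list was 3.46 in replicate 2 of HR-PCB and 0.845 to 1.09 in the other 3 libraries, and 3.03 in replicate 2 of FRM and 0.737 to 1.10 in the others, compared with 1.05 to 1.39 in the 8 controls. Without replicate 2 the direction was downward in both, with adjusted p of 0.293 for HR-PCB and 0.278 for FRM, and without another replicate it was as low as 1.0e-07 and 5.5e-05. For PCB3, PCB11, PCB126 and 4′-OH-PCB3 the adjusted p was 0.132 to 0.670, with 0 or 1 DEGs among the 33 genes and 0 to 2 when adjusted over the list alone. The paper proposes from the enrichment of these pathways that a conserved immune-stress response follows PCB exposure.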

Across exposure conditions, there was consistent enrichment of innate immune and inflammatory signaling pathways, most prominently cytokine–cytokine receptor interaction and Toll-like receptor pathways. Activation of these pathways suggests a conserved immune-stress response [98,99] to PCB exposure in zebrafish in vivo. As discussed above, upregulated genes, including *ccl20a.3*, *cxcl8a*, *il1b, cxcr3.3*, *irf7*, and *nfkbiaa*, contributed to pathway alterations. Studies have previously reported that PCBs induce the cytokine-cytokine receptor pathway in human preadipocytes [100,101]. In contrast, enrichment of neuroactive ligand signaling and neuroactive ligand–receptor interaction pathways exhibited bidirectional regulation in the present study, with pathway activation observed for some PCB congeners (e.g., PCB3 and PCB11) and repression observed for others, including the hydroxylated metabolite 5-OH-PCB11 and the FRM mixture. 

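Neuroactive genes named by the study were tested as 2 lists of 3 genes each, which are not independent evidence since they were chosen on these samples. The list of chrng, gnrh2 and fosab was higher for 3′-OH-PCB3 (adjusted p = 0.000695 from camera), 4-OH-PCB11 (0.000843), 5-OH-PCB11 (0.00215) and 2′-OH-PCB3 (0.00388), all held under fry, with 3 of 3 genes higher in each. DEGs among them numbered 1, 0, 3 and 2, and 3, 3, 3 and 2 when adjusted over the list alone. For PCB3 and PCB11 the adjusted p of this list was 0.541 and 0.354, with 2 of 3 genes higher. The list of gnb3a, gng13b and grin2da was lower for FRM (adjusted p = 9.1e-05), HR-PCB (0.000209) and 5-OH-PCB11 (0.0169), all held under fry, with 0 of 3 genes higher in each and 3, 2 and 3 DEGs, the same numbers as when adjusted over the list alone. For PCB3 it was higher (2 of 3 genes, adjusted p = 0.0336, not held under fry at 0.0527 and lost without replicate 2 or 3, at 0.0741 and 0.0773), with 0 DEGs and 2 when adjusted over the list alone. Its direction for PCB3 was downward against the day 1 controls alone (adjusted p = 0.754), and the adjusted p for PCB11 against the 8 controls was 0.195. The adjusted p against the day 2 controls alone was 0.109 for 5-OH-PCB11, 0.291 for FRM and 0.268 for HR-PCB. In the controls this list was lower on day 2 (0 of 3 genes higher, adjusted p = 1.0e-12).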

As discussed above, genes involved in these pathway alterations include upregulation of *chrng*, *gnrh2*, and *fosab* and downregulation of *gnb3a*, *gng13b*, *grin2da*. These findings indicate that PCB-associated disruption of neuroactive ligand signaling is not uniform across congeners or metabolites. Similarly, bidirectional effects on neuroactive ligand signaling, including glutaminergic [102] and dopaminergic [103,104], have been reported in the PCB literature and may be attributed to differences in congener structure, receptor affinity, or downstream signaling cascades, particularly during neurodevelopment. Furthermore, PCBs are known endocrine disruptors [105,106], with pathways such as gonadotropin-releasing hormone (GnRH) signaling, primary bile acid biosynthesis, and steroid biosynthesis altered by 4′-OH-PCB3 in this study. 

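A list of 20 genes of sterol and steroid biosynthesis was lower for 4′-OH-PCB3, with 3 of 20 genes higher, an adjusted p of 1.6e-08 from camera and 0.000231 from fry. The median log2 fold change of its genes was -0.41. DEGs among them numbered 6, including hmgcs1, and 7 when adjusted over the list alone. The decrease was also past the threshold against the controls of each day, with adjusted p of 5.4e-13 for day 1 and 0.0203 for day 2. The list was lower for 3′-OH-PCB3 as well (3 of 20 genes higher, adjusted p = 5.6e-05, held under fry), with 3 DEGs and 4 when adjusted over the list alone, and was not past the threshold there against the day 2 controls alone (adjusted p = 0.169). In the other 8 exposures the adjusted p from camera against the 8 controls was 0.185 to 0.789. Against the day 1 controls alone the list was also lower for PCB126 (adjusted p = 0.00934) and 4-OH-PCB11 (0.00999). Against the day 2 controls alone the direction was upward for both (0.632 and 0.786). For 5-OH-PCB11 it was higher under fry (adjusted p = 0.0335) and with camera against the day 2 controls alone (0.0236). The list did not differ between the control days (adjusted p = 0.130). Genes of GnRH signaling and bile acid synthesis were not analysed here as lists.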

The GnRH signaling pathway has been altered following PCB126 exposure in zebrafish [107]. While evidence of bile acid pathway alterations in zebrafish following PCB exposure is limited, mice exposed to the FRM mixture exhibited alterations in primary bile acids following exposure [108]. Zebrafish embryos exposed to PCB77 exhibited altered steroid hormone biosynthesis pathways [109].

### 3.4. ToxPi Analysis

Hierarchical clustering based on physicochemical descriptors (Figure 8A) revealed structure–property relationships that separated parent PCBs from their hydroxylated, methoxylated, and sulfated metabolites. Parent congeners clustered primarily by molecular weight, degree of chlorination, hydrophobicity (LogP/LogD), and polarizability, with higher-chlorinated non-dioxin-like PCBs (PCB52, PCB95, PCB136 atropisomers, and PCB153) clustering together with the dioxin-like congener PCB126, whereas lower-chlorinated PCBs and PCB metabolites formed a separate cluster. Both PCB136 atropisomers clustered closely with structurally similar non-coplanar congeners. In contrast, hydroxylated, methoxylated, and sulfated metabolites formed distinct subclusters driven by increased polarity, altered surface tension, and reduced hydrophobicity. Sulfated metabolites did not cluster independently of their parent structures; instead, 4′-PCB25 sulfate and 4-PCB52 sulfate clustered closely with their corresponding hydroxylated metabolites (4′-OH-PCB25 and 4-OH-PCB52), while sulfates derived from lower-chlorinated PCBs formed a separate cluster. These results demonstrate that relatively small structural modifications (e.g., hydroxylation or sulfation) substantially affect clustering by physicochemical properties, supporting the idea that metabolism alters PCB bioactivity potential beyond the parent-compound structure alone.

Clustering based on morphological endpoints (Figure 8B) produced groupings that only partially overlapped with physicochemical clusters, indicating that structural similarity alone is insufficient to predict organism-level toxicity. Notably, several parent congeners with similar physicochemical properties displayed divergent morphological signatures. For example, PCB126 and PCB153 were separated based on craniofacial, axis, and brain defects. Several PCB metabolites clustered together across multiple domains, including edema and muscle defects, for a subset of hydroxylated lower-chlorinated PCBs (2′-OH-PCB3, 3′-OH-PCB3, 4-OH-PCB11). Conversely, sulfated metabolites, despite clustering tightly in physicochemical space, exhibited relatively stronger morphological perturbations and clustered distally from parent PCB congeners. These findings highlight differences between physicochemical similarity and functional toxicity, emphasizing that morphology-based clustering captures biological effects that are not readily inferred from chemical descriptors alone.

Clustering based on activated pathways from the 10 compounds that underwent transcriptomic analysis using the BRITE hierarchy (Figure 8C) revealed convergence of structurally diverse compounds on shared biological processes. Among the 10 tested compounds, 5-OH-PCB11 clustered separately from all other PCB compounds, consistent with the PCA (Figure 5). Similarly, PCB mixtures, driven by the enrichment of genetic information processing, clustered separately, also consistent with the PCA. 

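The pathway clustering was not recomputed, and the similarity of the exposures was measured by the correlation of log2 fold changes across 11740 genes with a mean normalized count of at least 10. Genes are not independent replicates, so no p-value is given. Among the 45 pairs of exposures, FRM and HR-PCB had the highest Pearson correlation, at 0.699 (Spearman 0.593). The correlation with 5-OH-PCB11 was 0.417 for FRM and 0.493 for HR-PCB (Spearman 0.333 and 0.378). That of 2′-OH-PCB3 was 0.644 with 4-OH-PCB11 and 0.455 with 5-OH-PCB11 (Spearman 0.405 and 0.244). PCB3 and PCB126 had a correlation of 0.443 (Spearman 0.529), and PCB3 and FRM of -0.0425 (Spearman -0.116). Because the exposures share 8 controls, unchanged groups simulated against them gave a mean Pearson correlation of 0.325 without a difference between the control days, 0.716 when both groups were at the level of day 1 and 0.700 when both were at the level of day 2 (Spearman 0.302, 0.673 and 0.651). The value for FRM and HR-PCB was below the mean of unchanged groups at the level of day 2. Against the day 1 controls alone the correlation of FRM and HR-PCB was 0.844, and against the day 2 controls alone it was 0.672. The pair of PCB3 and FRM moved most, to 0.336 and 0.389 against the controls of either day and to -0.377 over genes with a mean normalized count of at least 100. The paper relates the separate clustering of the mixtures to genetic information processing and to their place in the PCA.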

Interestingly, PCB126 clustered with PCB3, which is inconsistent with physicochemical properties and morphological endpoints.

Clustering based on suppressed pathways (Figure 8D) produced a different organization from activation-based clustering for the 10 PCB compounds included in the transcriptomic analysis, indicating that pathway inhibition reflects distinct mechanisms of toxicity. Suppressed pathways were dominated by reductions in environmental information processing and metabolic systems, with clustering driven by selective transcriptional repression rather than broad stress activation. In contrast to activated pathways, 5-OH-PCB11 clustered closely with PCB mixtures, while PCB126 clustered closer to lower-chlorinated PCB metabolites. The divergence between enriched and suppressed pathway clustering highlights that activation and inhibition represent differing biological dimensions.

Comparison across clustering domains reveals three key insights. First, physicochemical similarity does not predict morphological or pathway-level toxicity. Second, morphological clustering aligns more closely with enriched pathway profiles than with physicochemical properties, indicating that pathway enrichment mediates overt developmental toxicity. Third, clustering based on suppressed pathways captures a mechanistic aspect that differs from pathway activation, reflecting selective transcriptional downregulation rather than general stress responses. These conclusions are based on qualitative comparison of clustering patterns across domains. Overall, integrating physicochemical, morphological, and pathway-level clustering offers a more comprehensive framework for hazard prediction than any single domain alone. These findings support the inclusion of metabolite-specific effects in PCB risk assessment.

## 4. Conclusions

This integrated phenotypic and transcriptomic assessment shows that the developmental toxicity of PCBs is heavily affected by metabolism and cannot be accurately determined from parent compound structure or physicochemical properties alone. Across embryonic zebrafish assays, morphological abnormalities were sensitive endpoints and frequently co-occurred with embryonic neurobehavioral disruption, indicating that larval behavioral deficits typically do not occur on their own. Hydroxylated and sulfated PCB metabolites emerged as key contributors to developmental toxicity, often exhibiting greater potency and broader endpoint coverage than their parent congeners. Importantly, individual PCB metabolites displayed distinct transcriptomic profiles rather than behaving as a grouped class, highlighting that metabolite-specific structure and substitution patterns critically shape biological responses. Similarly, PCB mixtures did not behave like individual PCB congeners; instead, two PCB mixtures showed unique phenotypic and transcriptomic signatures, emphasizing that mixture composition and interactions heavily influence developmental outcomes. These findings emphasize a critical gap in current PCB toxicology: while individual parent congeners and select metabolites have been studied extensively, the developmental toxicity of PCB metabolite mixtures remains largely unexplored. Given the co-occurrence of PCB metabolites in environmental and biological matrices, future studies of systematic evaluation of metabolite mixtures are essential for accurately characterizing real-world exposure hazards. Mechanistically, AhR activation was limited to PCB126, suggesting that most PCB- and metabolite-related developmental effects observed here occur through AhR-independent pathways. Integrative ToxPi analyses further showed that physicochemical similarity alone does not reliably predict organism-level toxicity, while convergence on shared biological pathways better correlates with developmental outcomes. Notably, PCB mixtures clustered with certain hydroxylated metabolites, emphasizing the importance of PCB metabolism in understanding mixture toxicity. Lastly, this study demonstrates that the zebrafish model is a robust, high-throughput in vivo platform for evaluating PCB toxicity. The ability to integrate morphology, behavior, transcriptomics, and pathway analyses within a single developmental framework enables effective prioritization of parent compounds, metabolites (5-OH-PCB11), and mixtures (FRM and HR-PCB mixture). Future studies integrating transcriptomic data with predictive frameworks, such as adverse outcome pathways [109], along with targeted follow-up investigations incorporating internal dosimetry and toxicokinetic modeling, may further enhance the mechanistic interpretation of PCB-induced toxicity. Overall, these findings support integrating metabolite-specific and mixture-based testing into PCB risk assessment and highlight the importance of high-throughput zebrafish screening for advancing mechanistically informed hazard identification.

## Figures and Tables

**Figure 1:**
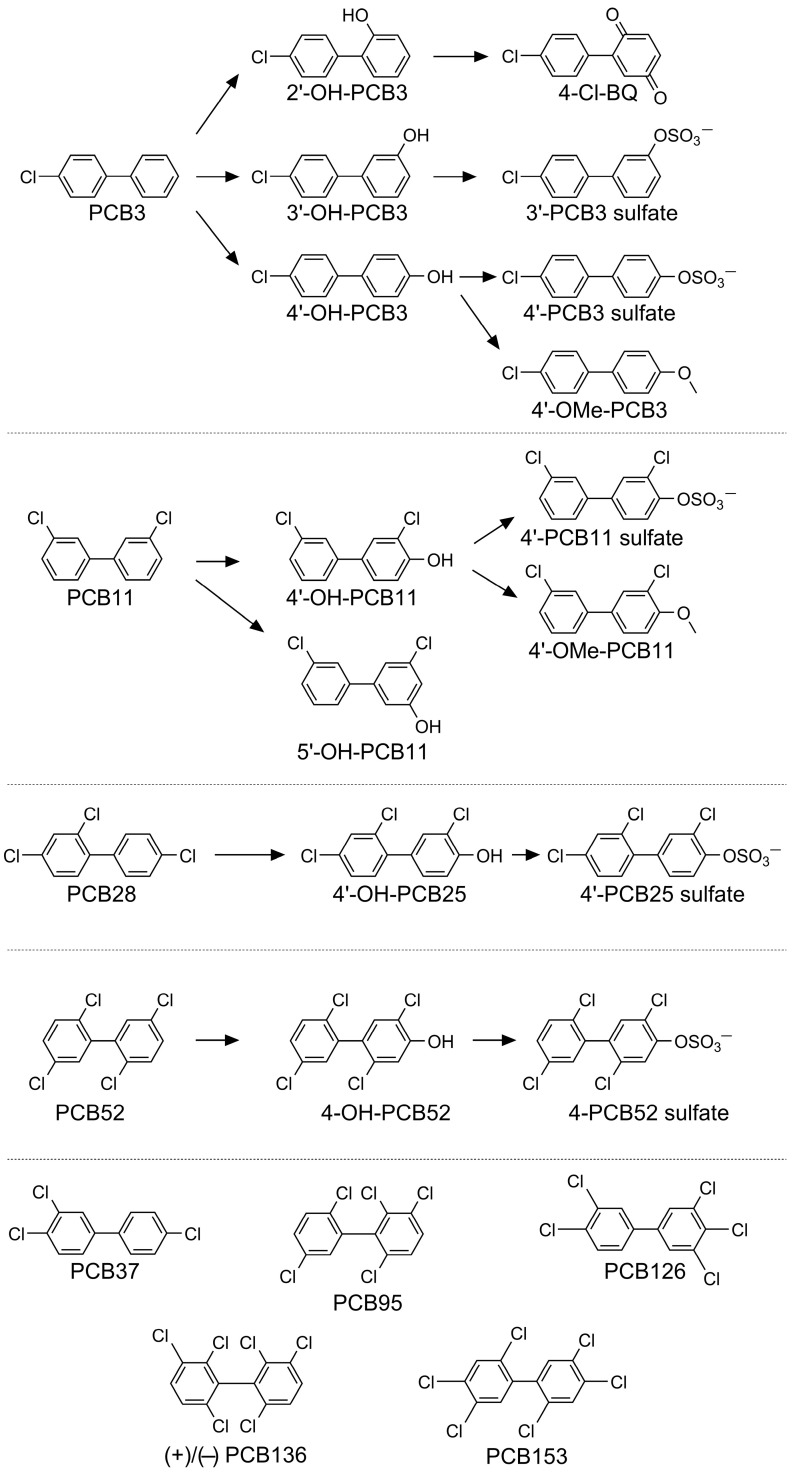
Chemical structure and abbreviation of the PCBs and their metabolites selected for morphological and behavioral testing in zebrafish. The selection included five lower-chlorinated PCBs (PCB3, PCB11, PCB28, PCB37, and PCB52) and their hydroxylated, methoxylated, and sulfated metabolites. The higher-chlorinated PCBs (≥5 chlorine atoms), including PCB95, PCB126, PCB153, and (+)- and (−)-PCB136 were also studied. Chemical names and abbreviations of PCBs and metabolites are listed in Table S1.

**Figure 2:**
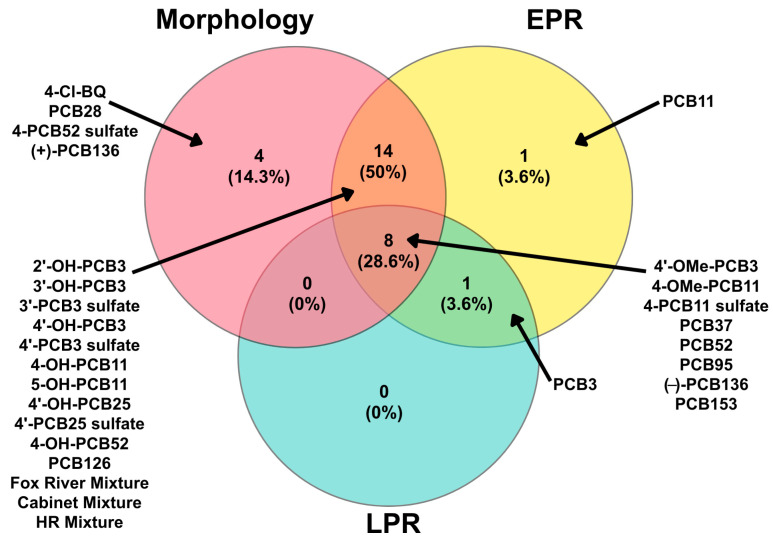
Venn diagram for the number of chemicals that had an effect on morphology, embryonic photomotor response (EPR), and larval photomotor response (LPR). Morphology effect indicates a chemical had a BMD_10_ reported for the chemical in “Any Effect”, EPR effect indicates a chemical had a BMD_10_ reported in EPR, and LPR effect indicates a chemical had a BMD_10_ reported in LPR. Numbers in parentheses represent the percentage of tested compounds that fall within a given region.

**Figure 3:**
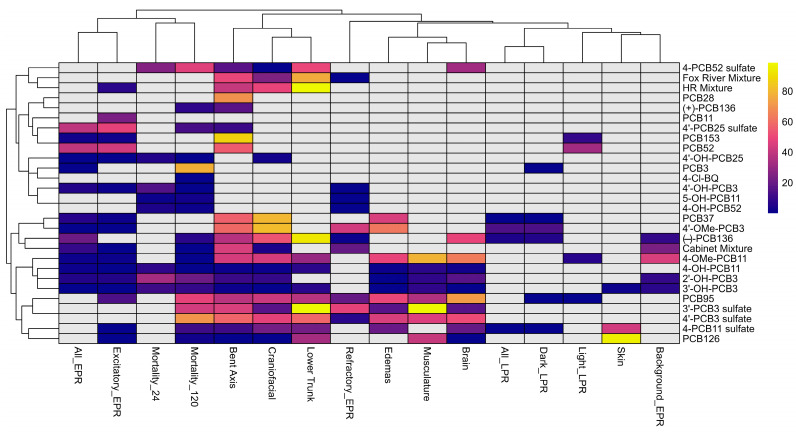
Heatmap of all endpoints across both models for each individual chemical and mixture. Colored boxes represent the BMD_10_ for each endpoint. BMD_10_ values for each endpoint can be found in Table S3.

**Figure 4:**
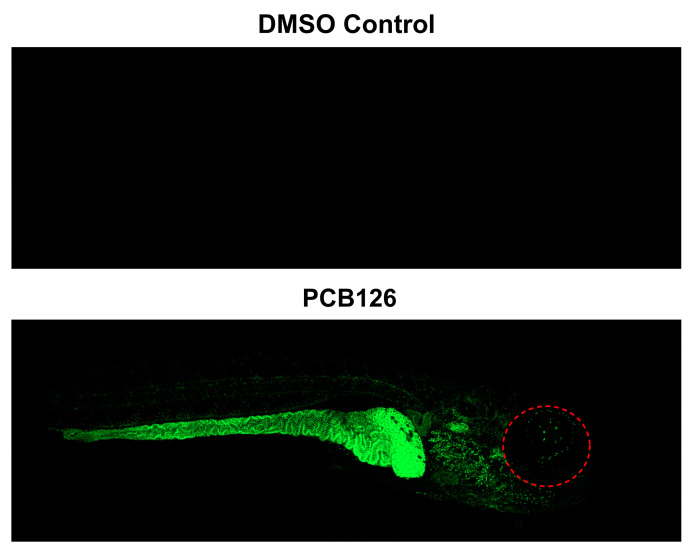
Lateral fluorescence images of a *cyp1a* reporter line (Tg(*cyp1a*:nls-egfp)) at 120 hpf following embryonic exposure to 0.099 µM PCB126, imaged from right. The red dashed circle indicates the eye of the zebrafish. Max exposure = 3000.

**Figure 5:**
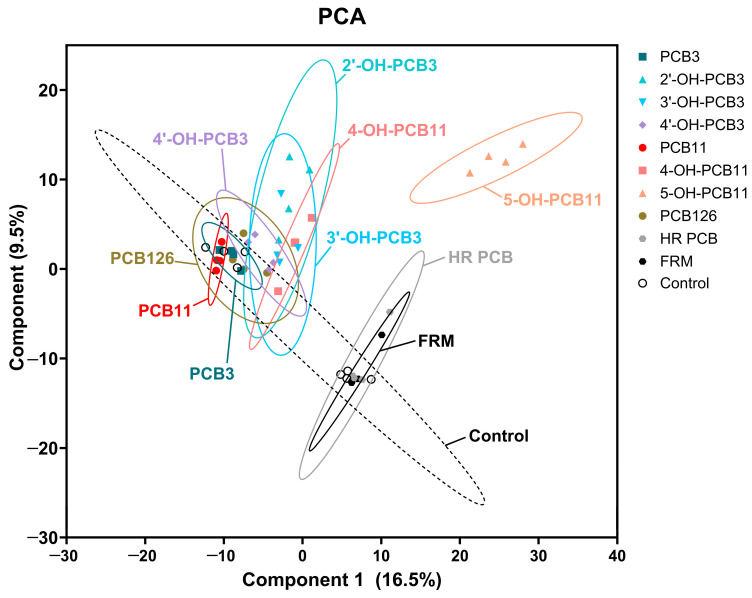
Principal component analysis (PCA) plot of gene expression profiles across exposure groups. Each point represents an individual sample, colored and shaped by exposure group. Ellipses denote 95% confidence intervals, illustrating exposure-specific transcriptional responses and overlap among related PCB exposures.

**Figure 6:**
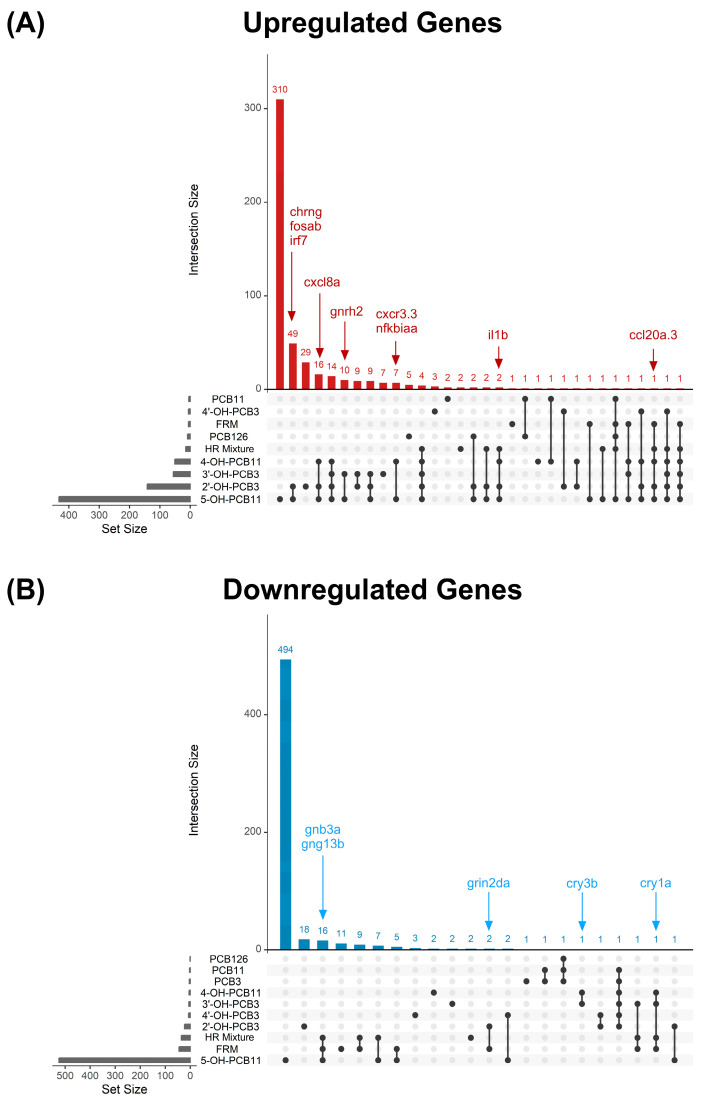
(**A**) Upset plot showing distinct and overlapping genes upregulated by PCB exposure in zebrafish larvae. (**B**) Upset plot showing distinct and overlapping genes downregulated by PCB exposure in zebrafish larvae.

**Figure 7:**
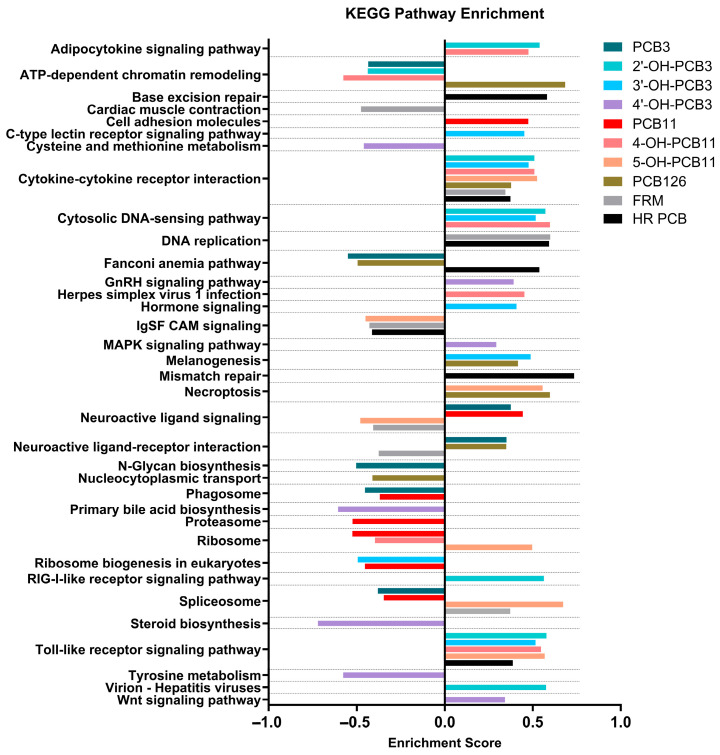
The top seven Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways significantly enriched following exposure to individual PCB congeners, PCB metabolites, and PCB mixtures in zebrafish. Pathway enrichment analysis was performed separately for each exposure condition, and the seven most significantly enriched pathways are shown for each group. Enriched pathways reflect biological processes and signaling networks altered by PCB-related exposures, highlighting both shared and exposure-specific metabolic and molecular responses in zebrafish.

**Figure 8:**
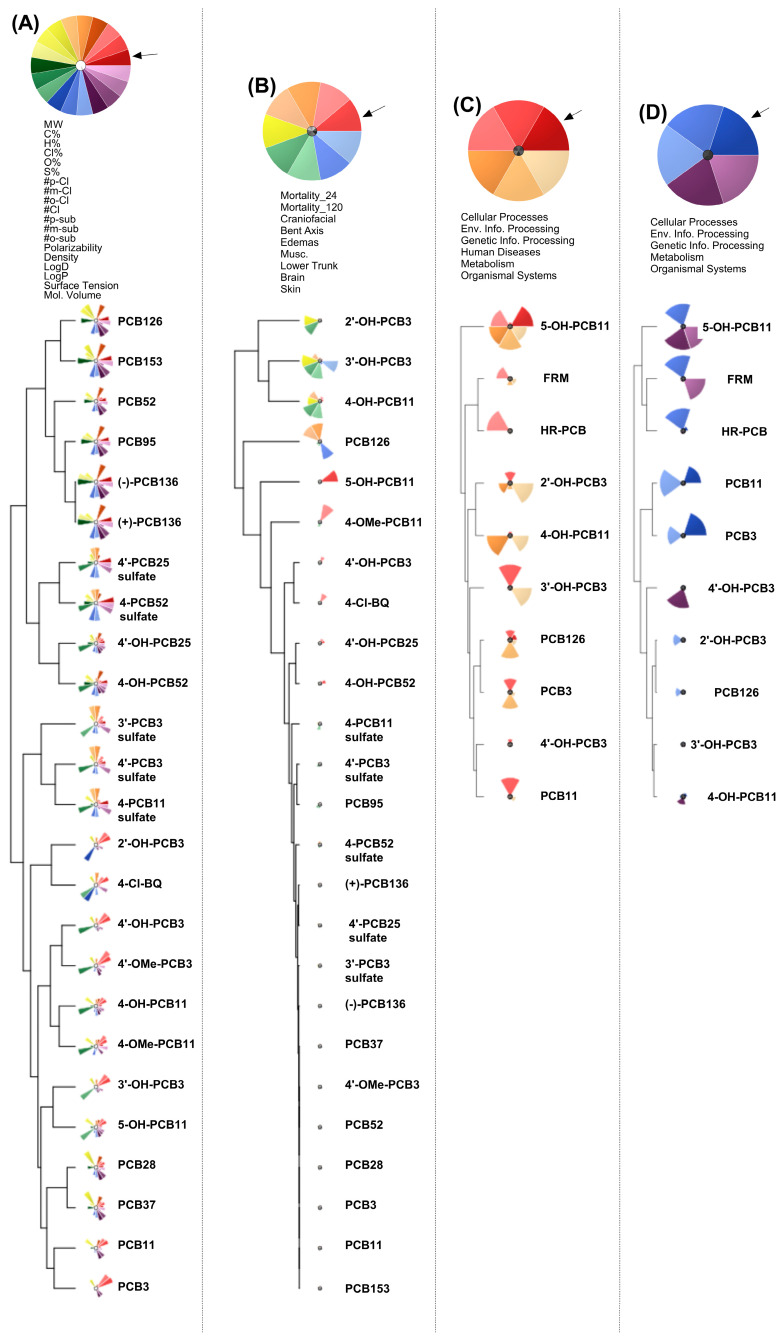
Multidimensional clustering of PCB congeners (PCB3, PCB11, PCB126), metabolites (2′-OH-PCB3, 3′-OH-PCB3, 4′-OH-PCB3, 4-OH-PCB11, 5-OH-PCB11), and mixtures (FRM, HR-PCB) using integrated physicochemical, toxicity/morphology, and pathway-level responses. Hierarchical clustering was performed using Toxicological Prioritization Index (ToxPi) profiles generated for each compound evaluated in this study, with each ToxPi corresponding to one parent PCB, metabolite, or mixture. (**A**) Physicochemical properties. ToxPi slices represent scaled physicochemical descriptors, including molecular weight, elemental composition, degree and position of chlorination and substitution, polarizability, density, LogD, LogP, surface tension, and molecular volume. (**B**) Mortality and morphology. ToxPi slices summarize in vivo toxicity and morphological outcomes, including 24 h and 120 h mortality, craniofacial defects, bent axis, edema, muscle defects, and effects on the lower trunk, brain, and skin. (**C**) Activated pathways. Clustering based on enriched biological pathways mapped to the KEGG hierarchy, grouped into major functional classes (cellular processes, environmental information processing, genetic information processing, human diseases, metabolism, and organismal systems). (**D**) Suppressed pathways. Clustering based on downregulated KEGG pathways using the same hierarchical classification scheme as in (**C**). For all ToxPi diagrams, individual slices correspond to specific data domains within each analysis, and the slice area is proportional to the relative magnitude of the response for a given compound. The arrows indicate the ordering of slices, proceeding counter-clockwise. Pathway-based clustering in panels (**C**,**D**) follows KEGG hierarchical organization.

## Data Availability

The original data presented in the study are openly available in the NCBI Gene Expression Omnibus at GSE326509.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/toxics14050444/s1: Synthesis of chemicals. Table S1. Abbreviations and unique identifiers of the test compounds used in this study. Table S2. Benchmark dose (BMD_10_) values that resulted in a 10% higher response (10% benchmark response) than the negative control. Values in μM. No value represents no BMD_10_ observed. Table S3. Exposure concentrations for *cyp1a* reporter analysis. Values in μM. Figure S1. Representative fluorescence images of a *cyp1a* reporter line (Tg(*cyp1a*:nls-egfp)) at 120 hpf following embryonic exposure. References [110,111,112,113,114,115,116,117,118,119,120,121,122,123,124,125,126,127] are cited in the Supplementary Materials.

## Abbreviations

The following abbreviations are used in this manuscript:

AhR	Aryl Hydrocarbon Receptor
ANOVA	Analysis of Variance
BMD10	Benchmark Dose 10%
DEGs	Differentially Expressed Genes
DL-PCBs	Dioxin-like Polychlorinated Biphenyls
DMSO	Dimethyl Sulfoxide
EGFP	Enhanced Green Fluorescence Protein
EPR	Embryonic Photomotor Response
FRM	Fox River Mixture
GEO	Gene Expression Omnibus
GO	Gene Ontology
GPCR	G protein-Coupled Receptor
GUI	Graphical User Interface
hpf	Hours Post-Fertilization
HPLC	High-Performance Liquid Chromatography
HR-PCB	Human-Relevant Polychlorinated Biphenyl
KEGG	Kyoto Encyclopedia of Genes and Genomes
LEL	Lowest Effect Level
LPR	Larval Photomotor Response
LSD	Least Significant Difference
NCBI	National Center for Biotechnology Information
NDL-PCBs	Non-Dioxin-Like Polychlorinated Biphenyls
OH-PCBs	Hydroxylated Polychlorinated Biphenyls
PCA	Principal Component Analysis
PCBs	Polychlorinated Biphenyls
RIN	RNA Integrity Number
SARL	Sinnhuber Aquatic Research Laboratory
ToxPi	Toxicological Priority Index
ZAAP	Zebrafish Acquisition and Analysis Program

# Supplementary material for: Morphological, Behavioral, and Transcriptomic Profiling Reveals Developmental Toxicity of PCB Metabolites in Zebrafish
**Source:** Toxics. 2026 May 19;14(5):444. doi: 10.3390/toxics14050444
**Supplement:** Supplementary file 1

## SUPPLEMENTARY MATERIALS

# **Morphological, Behavioral, and Transcriptomic Profiling Reveals Developmental Toxicity of PCB Metabolites in Zebrafish**

Nicole M. Breese <sup>1,2</sup>, Lisa Truong <sup>3</sup>, Xueshu Li <sup>1</sup>, Robyn L. Tanguay <sup>3</sup> and Hans-Joachim Lehmler <sup>1,2</sup>

<sup>1</sup>Department of Occupational and Environmental Health, College of Public Health, The University of Iowa, Iowa City, Iowa 52242, USA, <sup>2</sup>Interdisciplinary Graduate Program in Human Toxicology, The University of Iowa, Iowa City, Iowa 52242, USA, <sup>3</sup>Department of Environmental and Molecular Toxicology, Oregon State University, Corvallis, OR, 97331, USA.

University of Iowa Research Park, B164 MTF  

## Table of Contents

|                                                                                                                                                                                                                                     |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Synthesis of Chemicals                                                                                                                                                                                                              | S3  |
| <b>Table S1.</b> Abbreviations and unique identifiers of the test compounds used in this study.                                                                                                                                     | S4  |
| <b>Table S2.</b> Benchmark dose (BMD <sub>10</sub> ) values that resulted in a 10% higher response (10% benchmark response) than the negative control. Values in $\mu\text{M}$ . No value represents no BMD <sub>10</sub> observed. | S7  |
| <b>Table S3.</b> Exposure concentrations for <i>cyp1a</i> reporter analysis. Values in $\mu\text{M}$ .                                                                                                                              | S9  |
| <b>Figure S1.</b> Representative fluorescence images of a <i>cyp1a</i> reporter line (Tg( <i>cyp1a</i> :nls-egfp)) at 120 hpf following embryonic exposure.                                                                         | S10 |
| References                                                                                                                                                                                                                          | S11 |

## Synthesis of Chemicals

PCB11 was synthesized via diazotization with sodium nitrite and subsequent reduction with hypophosphorous acid [1]. PCB28, PCB52, PCB95, and PCB153 were prepared and purified as described previously [2]. PCB126 was synthesized by the Suzuki coupling of 3,4,5-trichlorobromobenzene and 3,4-dichloroboronic acid [3,4]. PCB3 and 4'-OMe-PCB3 [5] were synthesized analogously via the Suzuki-coupling reaction [6,7]. PCB136 was prepared via the Ullman coupling reaction, and the PCB136 atropisomers were separated with HPLC on two serially connected Nucleodex  $\beta$ -PM columns [8]. Hydroxylated PCB metabolites (2'-OH-PCB3 [9], 3'-OH-PCB3 [10], 4'-OH-PCB3 [11], 4-OH-PCB11 [12], 5-OH-PCB11, 4'-OH-PCB25, and 4-OH-PCB52 [13]) were obtained by demethylation of methoxylated PCBs with BBr<sub>3</sub> [6,7]. 2-(4-Chlorophenyl)benzo-1,4-quinone (4-Cl-BQ) was synthesized from 1,4-benzoquinone and diazotized 4-chloroaniline using Meerwein arylation reaction [14]. The human-relevant (HR-)PCB mixture [15], Fox River PCB mixture [16], and cabinet PCB mixture [17] were prepared by mixing individual PCB congeners and/or technical PCB mixtures to approximate environmentally or human-relevant PCB profiles. PCB sulfates (3'-PCB3 sulfate, 4'-PCB3 sulfate, 4'-PCB25 sulfate, 4-PCB52 sulfate, and 4-PCB11 sulfate) were synthesized and characterized as previous described [18].

**Table S1.** Abbreviations and unique identifiers of the test compounds used in this study.

| Abbreviation    | IUPAC Name                              | Formula                                           | SMILES                                                | InChI                                                                                   | InChIKey                                | CAS Registry Number | CAS Registry URL                                                                                                                    | PubChem CID | PubChem                                                                                                             | DTXSID         | Comptox Link                                                                                                    |
|-----------------|-----------------------------------------|---------------------------------------------------|-------------------------------------------------------|-----------------------------------------------------------------------------------------|-----------------------------------------|---------------------|-------------------------------------------------------------------------------------------------------------------------------------|-------------|---------------------------------------------------------------------------------------------------------------------|----------------|-----------------------------------------------------------------------------------------------------------------|
| PCB3            | 1-chloro-4-phenylbenzene                | C <sub>12</sub> H <sub>9</sub> Cl                 | <chem>C1=CC=C(C=C1)C2=CC=C(C=C2)Cl</chem>             | InChI=1S/C12H9Cl/c13-12-8-6-11(7-9-12)10-4-2-1-3-5-10/h1-9H                             | FPWNLURC<br>HDRMHC-<br>UHFFFAOYS<br>A-N | 2051-62-9           | <a href="https://comchem.nchemistry.cas.org/detail?cas_m=2051-62-9">https://comchem.nchemistry.cas.org/detail?cas_m=2051-62-9</a>   | 16323       | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/16323">https://pubchem.ncbi.nlm.nih.gov/compound/16323</a>       | DTXSID3040300  | <a href="https://comptox.epa.gov/dashboard/DTXSID3040300">https://comptox.epa.gov/dashboard/DTXSID3040300</a>   |
| 2'-OH-PCB3      | 2-(4-chlorophenyl)phenol                | C <sub>12</sub> H <sub>9</sub> ClO                | <chem>C1=CC=C(C(=C1)C2=CC=C(C=C2)Cl)O</chem>          | InChI=1S/C12H9ClO/c13-10-7-5-9(6-8-10)11-3-1-2-4-12(11)14/h1-8,14H                      | DSSULPMT<br>ATCMP-<br>UHFFFAOYS<br>A-N  | 64181-76-6          | <a href="https://comchem.nchemistry.cas.org/detail?cas_m=64181-76-6">https://comchem.nchemistry.cas.org/detail?cas_m=64181-76-6</a> | 182402      | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/182402">https://pubchem.ncbi.nlm.nih.gov/compound/182402</a>     | DTXSID30982709 | <a href="https://comptox.epa.gov/dashboard/DTXSID30982709">https://comptox.epa.gov/dashboard/DTXSID30982709</a> |
| 3'-OH-PCB3      | 3-(4-chlorophenyl)phenol                | C <sub>12</sub> H <sub>9</sub> ClO                | <chem>C1=CC(=CC(=C1)O)C2=C(C=C(C=C2)Cl)</chem>        | InChI=1S/C12H9ClO/c13-11-6-4-9(5-7-11)10-2-1-3-12(14)8-10/h1-8,14H                      | CIPDQYWU<br>AVNLS-<br>UHFFFAOYS<br>A-N  | 28023-90-7          | <a href="https://comchem.nchemistry.cas.org/detail?cas_m=28023-90-7">https://comchem.nchemistry.cas.org/detail?cas_m=28023-90-7</a> | 3015395     | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/3015395">https://pubchem.ncbi.nlm.nih.gov/compound/3015395</a>   | DTXSID10182301 | <a href="https://comptox.epa.gov/dashboard/DTXSID10182301">https://comptox.epa.gov/dashboard/DTXSID10182301</a> |
| 4'-OH-PCB3      | 4-(4-Chlorophenyl)phenol                | C <sub>12</sub> H <sub>9</sub> ClO                | <chem>ClC1=CC=C(C1C2=CC=C(O)C=C2)C=C1</chem>          | InChI=1S/C12H9ClO/c13-11-5-1-9(2-6-11)10-3-7-12(14)8-4-10/h1-8,14H                      | ICVFJPSNAU<br>MFCW-<br>UHFFFAOYS<br>A-N | 28034-99-3          | <a href="https://comchem.nchemistry.cas.org/detail?cas_m=28034-99-3">https://comchem.nchemistry.cas.org/detail?cas_m=28034-99-3</a> | 91589       | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/91589">https://pubchem.ncbi.nlm.nih.gov/compound/91589</a>       | DTXSID5022354  | <a href="https://comptox.epa.gov/dashboard/DTXSID5022354">https://comptox.epa.gov/dashboard/DTXSID5022354</a>   |
| 3'-PCB3 sulfate | 3-(4-Chlorophenyl) benzenesulfonic acid | C <sub>12</sub> H <sub>9</sub> ClO <sub>3</sub> S | <chem>C1=CC(=CC(=C1)S(=O)(=O)O)C2=CC=C(C=C2)Cl</chem> | InChI=1S/C12H9ClO3S/c13-11-6-4-9(5-7-11)10-2-1-3-12(8-10)17(14,15)16/h1-8H,(H,14,15,16) | UJJDOANUY<br>GMWDF-<br>UHFFFAOYS<br>A-N | —                   | —                                                                                                                                   | 19985686    | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/19985686">https://pubchem.ncbi.nlm.nih.gov/compound/19985686</a> | —              | —                                                                                                               |
| 4'-PCB3 sulfate | 4-(4-Chlorophenyl) benzenesulfonic acid | C <sub>12</sub> H <sub>9</sub> ClO <sub>3</sub> S | <chem>C1=CC(=CC=C1C2=CC=C(C=C2)Cl)S(=O)(=O)O</chem>   | InChI=1S/C12H9ClO3S/c13-11-5-1-9(2-6-11)10-3-7-12(8-4-10)17(14,15)16/h1-8H,(H,14,15,16) | CPYFXXWH<br>NKSBR-<br>UHFFFAOYS<br>A-N  | —                   | —                                                                                                                                   | 15429141    | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/15429141">https://pubchem.ncbi.nlm.nih.gov/compound/15429141</a> | —              | —                                                                                                               |
| 4'-OMe-PCB3     | 1-chloro-4-(4-methoxyphenyl)benzene     | C <sub>13</sub> H <sub>11</sub> ClO               | <chem>COC1=CC=C(C=C1)C2=CC=C(C=C2)Cl</chem>           | InChI=1S/C13H11ClO/c1-15-13-8-4-11(5-9-13)10-2-6-12(14)7-3-10/h2-9H,1H3                 | PUVSUQVV<br>UYQOBK-<br>UHFFFAOYS<br>A-N | 58970-19-7          | <a href="https://comchem.nchemistry.cas.org/detail?cas_m=58970-19-7">https://comchem.nchemistry.cas.org/detail?cas_m=58970-19-7</a> | 612791      | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/612791">https://pubchem.ncbi.nlm.nih.gov/compound/612791</a>     | DTXSID20346497 | <a href="https://comptox.epa.gov/dashboard/DTXSID20346497">https://comptox.epa.gov/dashboard/DTXSID20346497</a> |
| PCB11           | 1-chloro-3-(3-chlorophenyl)benzene      | C <sub>12</sub> H <sub>8</sub> Cl <sub>2</sub>    | <chem>C1=CC(=CC(=C1)Cl)C2=C(C=CC=C2)Cl</chem>         | InChI=1S/C12H8Cl2/c13-11-5-1-3-9(7-                                                     | KTXUOWUH<br>FLBZPW-                     | 2050-67-1           | <a href="https://comchem.nchemistry.cas">https://comchem.nchemistry.cas</a>                                                         | 16307       | <a href="https://pubchem.ncbi.nlm.nih">https://pubchem.ncbi.nlm.nih</a>                                             | DTXSID70872817 | <a href="https://comptox.epa.gov/dash">https://comptox.epa.gov/dash</a>                                         |

|                  |                                                        |                                                                   |                                                            |                                                                            |                                         |             |                                                                                                                           |           |                                                                                                                       |                |                                                                                                                                                   |
|------------------|--------------------------------------------------------|-------------------------------------------------------------------|------------------------------------------------------------|----------------------------------------------------------------------------|-----------------------------------------|-------------|---------------------------------------------------------------------------------------------------------------------------|-----------|-----------------------------------------------------------------------------------------------------------------------|----------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
|                  |                                                        |                                                                   |                                                            | 11)10-4-2-6-12(14)8-10/h1-8H                                               | UHFFFAOYS<br>A-N                        |             | .org/detail?cas<br>_rn=2050-67-1                                                                                          |           | .gov/compound/16307                                                                                                   |                | board/DTXSID70872817                                                                                                                              |
| 4-OH-PCB11       | 2-chloro-4-(3-chlorophenyl)phenol                      | C <sub>12</sub> H <sub>8</sub> Cl <sub>2</sub> O                  | C1=CC(=CC(=C1)Cl)C2=C(C(=C(C=C2)O)Cl                       | InChI=1S/C12H8Cl2O/c13-10-3-1-2-8(6-10)9-4-5-12(15)11(14)7-9/h1-7,15H      | JOHAARQQF<br>BMIOV-<br>UHFFFAOYS<br>A-N | 53890-78-1  | <a href="https://commonchemistry.org/detail?cas_rn=53890-78-1">https://commonchemistry.org/detail?cas_rn=53890-78-1</a>   | 186674    | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/186674">https://pubchem.ncbi.nlm.nih.gov/compound/186674</a>       | DTXSID10202159 | <a href="https://comptox.epa.gov/dashboard/DTXSID10202159">https://comptox.epa.gov/dashboard/DTXSID10202159</a>                                   |
| 5-OH-PCB11       | 3-Chloro-5-(3-chlorophenyl)phenol                      | C <sub>12</sub> H <sub>8</sub> Cl <sub>2</sub> O                  | C1=CC(=CC(=C1)Cl)C2=C(C(=C(C=C2)Cl)O                       | InChI=1S/C12H8Cl2O/c13-10-3-1-2-8(4-10)9-5-11(14)7-12(15)6-9/h1-7,15H      | PCDMWQLK<br>NQIRNA-<br>UHFFFAOYS<br>A-N | 79881-37-1  | <a href="https://commonchemistry.org/detail?cas_rn=79881-37-1">https://commonchemistry.org/detail?cas_rn=79881-37-1</a>   | 190048    | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/190048">https://pubchem.ncbi.nlm.nih.gov/compound/190048</a>       | DTXSID10229942 | <a href="https://comptox.epa.gov/dashboard/DTXSID10229942">https://comptox.epa.gov/dashboard/DTXSID10229942</a>                                   |
| 4-OMe-PCB11      | 2-chloro-4-(3-chlorophenyl)-1-methoxybenzene           | C <sub>13</sub> H <sub>10</sub> Cl <sub>2</sub> O                 | COC1=C(C(=C(C=C1)C2=C(C(=CC=C2)Cl)Cl                       | InChI=1S/C13H10Cl2O/c1-16-13-6-5-10(8-12(13)15)9-3-2-4-11(14)7-9/h2-8H,1H3 | MJFCWLSGR<br>IKMHA-<br>UHFFFAOYS<br>A-N | —           | —                                                                                                                         | 132280042 | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/132280042">https://pubchem.ncbi.nlm.nih.gov/compound/132280042</a> | —              | —                                                                                                                                                 |
| PCB28            | 2,4-dichloro-1-(4-chlorophenyl)benzene                 | C <sub>12</sub> H <sub>7</sub> Cl <sub>3</sub>                    | C1=CC(=CC=C1C2=C(C(=C(C=C2)Cl)Cl)Cl                        | InChI=1S/C12H7Cl3/c13-9-3-1-8(2-4-9)11-6-5-10(14)7-12(11)15/h1-7H          | BZTYNSQSZ<br>HARAZ-<br>UHFFFAOYS<br>A-N | 7012-37-5   | <a href="https://commonchemistry.org/detail?cas_rn=7012-37-5">https://commonchemistry.org/detail?cas_rn=7012-37-5</a>     | 23448     | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/23448">https://pubchem.ncbi.nlm.nih.gov/compound/23448</a>         | DTXSID2038310  | <a href="https://comptox.epa.gov/dashboard/DTXSID2038310">https://comptox.epa.gov/dashboard/DTXSID2038310</a>                                     |
| 4'-OH-PCB25      | 2-chloro-4-(2,4-dichlorophenyl)phenol                  | C <sub>12</sub> H <sub>7</sub> Cl <sub>3</sub> O                  | C1=CC(=C(C(=C1C2=C(C(=C(C=C2)Cl)Cl)Cl)O                    | InChI=1S/C12H7Cl3O/c13-8-2-3-9(10(14)6-8)7-1-4-12(16)11(15)5-7/h1-6,16H    | IPQDZKABL<br>RZERH-<br>UHFFFAOYS<br>A-N | 358767-68-7 | <a href="https://commonchemistry.org/detail?cas_rn=358767-68-7">https://commonchemistry.org/detail?cas_rn=358767-68-7</a> | 53221454  | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/53221454">https://pubchem.ncbi.nlm.nih.gov/compound/53221454</a>   | DTXSID50686095 | <a href="https://comptox.epa.gov/dashboard/chemical/details/DTXSID50686095">https://comptox.epa.gov/dashboard/chemical/details/DTXSID50686095</a> |
| 4'-PCB25 sulfate | 2-chloro-4-(2,4-dichlorophenyl)phenyl ammonium sulfate | C <sub>12</sub> H <sub>10</sub> Cl <sub>3</sub> NO <sub>4</sub> S | O=S(OC(C(=C1)=C(Cl)C=C1C2=C(Cl)C=C(Cl)C=C2)([O-])=O.[NH4+] | InChI=1S/C12H7Cl3O4S.H3N/...                                               | GEYOZNBJR<br>MQSLF-<br>UHFFFAOYS<br>A-N | —           | —                                                                                                                         | —         | —                                                                                                                     | —              | —                                                                                                                                                 |
| PCB37            | 1,2-dichloro-4-(4-chlorophenyl)benzene                 | C <sub>12</sub> H <sub>7</sub> Cl <sub>3</sub>                    | C1=CC(=CC=C1C2=CC(=C(C(=C2)Cl)Cl)Cl                        | InChI=1S/C12H7Cl3/c13-10-4-1-8(2-5-10)9-3-6-11(14)12(15)7-9/h1-7H          | YZANRISAO<br>RXTHU-<br>UHFFFAOYS<br>A-N | 38444-90-5  | <a href="https://commonchemistry.org/detail?cas_rn=38444-90-5">https://commonchemistry.org/detail?cas_rn=38444-90-5</a>   | 38039     | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/38039">https://pubchem.ncbi.nlm.nih.gov/compound/38039</a>         | DTXSID00865914 | <a href="https://comptox.epa.gov/dashboard/DTXSID00865914">https://comptox.epa.gov/dashboard/DTXSID00865914</a>                                   |
| PCB52            | 1,4-dichloro-2-(2,5-dichlorophenyl)benzene             | C <sub>12</sub> H <sub>6</sub> Cl <sub>4</sub>                    | C1=CC(=C(C(=C1Cl)C2=C(C(=CC(=C2)Cl)Cl)Cl                   | InChI=1S/C12H6Cl4/c13-7-1-3-11(15)9(5-7)10-6-8(14)2-4-                     | HCWZEPKL<br>WVAEOV-<br>UHFFFAOYS<br>A-N | 35693-99-3  | <a href="https://commonchemistry.org/detail?cas_rn=35693-99-3">https://commonchemistry.org/detail?cas_rn=35693-99-3</a>   | 37248     | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/37248">https://pubchem.ncbi.nlm.nih.gov/compound/37248</a>         | DTXSID3038305  | <a href="https://comptox.epa.gov/dashboard/chemical/details/DTXSID3038305">https://comptox.epa.gov/dashboard/chemical/details/DTXSID3038305</a>   |

|                 |                                                            |                                                                  |                                                             |                                                                            |                               |            |                                                                                                                                 |       |                                                                                                               |                |                                                                                                                 |
|-----------------|------------------------------------------------------------|------------------------------------------------------------------|-------------------------------------------------------------|----------------------------------------------------------------------------|-------------------------------|------------|---------------------------------------------------------------------------------------------------------------------------------|-------|---------------------------------------------------------------------------------------------------------------|----------------|-----------------------------------------------------------------------------------------------------------------|
|                 |                                                            |                                                                  |                                                             | 12(10)16/h1-6H                                                             |                               |            |                                                                                                                                 |       |                                                                                                               |                |                                                                                                                 |
| 4-OH-PCB52      | 2,5-dichloro-4-(2,5-dichlorophenyl)phenol                  | C <sub>12</sub> H <sub>6</sub> Cl <sub>4</sub> O                 | C1=CC(=C(C=C1)C2=CC(=C(C=C2)Cl)O)Cl                         | InChI=1S/C12H6Cl4O/c13-6-1-2-9(14)7(3-6)8-4-11(16)12(17)5-10(8)15/h1-5,17H | ZKDSNFDCQYBBIU-UHFFFAOYS A-N  | 51274-68-1 | <a href="https://commonchemistry.cas.org/detail?cas_rn=51274-68-1">https://commonchemistry.cas.org/detail?cas_rn=51274-68-1</a> | 39971 | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/39971">https://pubchem.ncbi.nlm.nih.gov/compound/39971</a> | DTXSID10199272 | <a href="https://comptox.epa.gov/dashboard/DTXSID10199272">https://comptox.epa.gov/dashboard/DTXSID10199272</a> |
| 4-PCB52 sulfate | 2,5-dichloro-4-(2,5-dichlorophenyl)phenyl ammonium sulfate | C <sub>12</sub> H <sub>9</sub> Cl <sub>4</sub> NO <sub>4</sub> S | O=S(OC(C=C1Cl)=C(Cl)C=C1C2=C(Cl)C=CC(Cl)=C2)([O-])=O.[NH4+] | InChI=1S/C12H6Cl4O4S.H3N/...                                               | DAQCKCZRVSNNHHX-UHFFFAOYS A-N | —          | —                                                                                                                               | —     | —                                                                                                             | —              | —                                                                                                               |
| PCB95           | 1,2,4-trichloro-3-(2,5-dichlorophenyl)benzene              | C <sub>12</sub> H <sub>5</sub> Cl <sub>5</sub>                   | C1=CC(=C(C=C1)C2=C(Cl)C=CC(=C2)Cl)Cl                        | InChI=1S/C12H5Cl5/c13-6-1-2-8(14)7(5-6)11-9(15)3-4-10(16)12(11)17/h1-5H    | GXNNLIMMEXHBKV-UHFFFAOYS A-N  | 38379-99-6 | <a href="https://commonchemistry.cas.org/detail?cas_rn=38379-99-6">https://commonchemistry.cas.org/detail?cas_rn=38379-99-6</a> | 38012 | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/38012">https://pubchem.ncbi.nlm.nih.gov/compound/38012</a> | DTXSID3038301  | <a href="https://comptox.epa.gov/dashboard/DTXSID3038301">https://comptox.epa.gov/dashboard/DTXSID3038301</a>   |
| PCB126          | 1,2,3-trichloro-5-(3,4-dichlorophenyl)benzene              | C <sub>12</sub> H <sub>5</sub> Cl <sub>5</sub>                   | C1=CC(=C(C=C1)C2=CC(=C(C=C2)Cl)Cl)Cl                        | InChI=1S/C12H5Cl5/c13-8-2-1-6(3-9(8)14)7-4-10(15)12(17)11(16)5-7/h1-5H     | REHONNLQRWTTFF-UHFFFAOYS A-N  | 57465-28-8 | <a href="https://commonchemistry.cas.org/detail?cas_rn=57465-28-8">https://commonchemistry.cas.org/detail?cas_rn=57465-28-8</a> | 63090 | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/63090">https://pubchem.ncbi.nlm.nih.gov/compound/63090</a> | DTXSID3032179  | <a href="https://comptox.epa.gov/dashboard/DTXSID3032179">https://comptox.epa.gov/dashboard/DTXSID3032179</a>   |
| PCB136          | 1,2,4-trichloro-3-(2,3,6-trichlorophenyl)benzene           | C <sub>12</sub> H <sub>4</sub> Cl <sub>6</sub>                   | C1=CC(=C(C=C1)C2=C(C=CC(=C2)Cl)Cl)Cl                        | InChI=1S/C12H4Cl6/c13-5-1-3-7(15)11(17)9(5)10-6(14)2-4-8(16)12(10)18/h1-4H | FZFUUSROAHKTTF-UHFFFAOYS A-N  | 38411-22-2 | <a href="https://commonchemistry.cas.org/detail?cas_rn=38411-22-2">https://commonchemistry.cas.org/detail?cas_rn=38411-22-2</a> | 38024 | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/38024">https://pubchem.ncbi.nlm.nih.gov/compound/38024</a> | DTXSID6073499  | <a href="https://comptox.epa.gov/dashboard/DTXSID6073499">https://comptox.epa.gov/dashboard/DTXSID6073499</a>   |
| PCB153          | 1,2,4-trichloro-5-(2,4,5-trichlorophenyl)benzene           | C <sub>12</sub> H <sub>4</sub> Cl <sub>6</sub>                   | C1=C(C(=CC(=C1)Cl)Cl)C2=CC(=C(C=C2)Cl)Cl                    | InChI=1S/C12H4Cl6/c13-7-3-11(17)9(15)1-5(7)6-2-10(16)12(18)4-8(6)14/h1-4H  | MVWHGTYKUMDIHL-UHFFFAOYS A-N  | 35065-27-1 | <a href="https://commonchemistry.cas.org/detail?cas_rn=35065-27-1">https://commonchemistry.cas.org/detail?cas_rn=35065-27-1</a> | 37034 | <a href="https://pubchem.ncbi.nlm.nih.gov/compound/37034">https://pubchem.ncbi.nlm.nih.gov/compound/37034</a> | DTXSID2032180  | <a href="https://comptox.epa.gov/dashboard/DTXSID2032180">https://comptox.epa.gov/dashboard/DTXSID2032180</a>   |

**Table S2.** Benchmark dose (BMD<sub>10</sub>) values that resulted in a 10% higher response (10% benchmark response) than the negative control. Values in  $\mu$ M. No value represents no BMD<sub>10</sub> observed.

|                 | MO24   | SM24 | MORT   | CRAN   | AXIS   | EDEM   | MUSC   | LTRK   | BRN    | SKIN   | NC | TCHR | ANY    | All_EPR | Background_EPR | Excitatory_EPR | Refractory_EPR | All_LPR | Light_LPR | Dark_LPR |
|-----------------|--------|------|--------|--------|--------|--------|--------|--------|--------|--------|----|------|--------|---------|----------------|----------------|----------------|---------|-----------|----------|
| 4-PCB11 sulfate |        |      | 11.063 | 21.763 | 11.366 | 20.026 |        | 22.125 | 18.940 | 43.179 |    |      | 21.608 |         |                | 0.007          |                | 0.601   |           | 0.618    |
| PCB95           |        |      | 48.136 | 41.531 | 37.597 | 49.368 | 36.265 | 37.619 | 72.807 |        |    |      | 23.054 |         |                | 14.647         | 18.794         |         | 0.007     | 0.168    |
| PCB153          |        |      |        |        | 87.640 |        |        |        |        |        |    |      | 88.243 | 2.066   |                | 1.993          |                |         | 9.278     |          |
| PCB126          |        |      | 2.124  | 0.078  | 0.597  |        | 41.170 | 33.318 | 0.092  | 95.272 |    |      | 0.081  |         |                | 0.002          |                |         |           |          |
| PCB3            |        |      | 76.991 |        |        |        |        |        |        |        |    |      |        | 0.004   |                |                |                |         |           | 0.040    |
| PCB11           |        |      |        |        |        |        |        |        |        |        |    |      |        |         |                | 24.637         |                |         |           |          |
| PCB28           |        |      |        |        | 69.226 |        |        |        |        |        |    |      | 55.930 |         |                |                |                |         |           |          |
| PCB37           |        |      |        | 79.619 | 56.505 | 45.279 |        |        |        |        |    |      | 65.206 | 6.147   |                | 1.153          |                | 0.004   |           | 0.101    |
| PCB52           |        |      |        |        | 55.047 |        |        |        |        |        |    |      | 51.842 | 39.746  |                | 42.962         |                |         | 32.069    |          |
| (+)-PCB136      |        |      | 8.331  |        | 17.258 |        |        |        |        |        |    |      | 0.465  |         |                |                |                |         |           |          |
| (-)-PCB136      |        |      | 7.005  | 52.486 | 37.323 |        |        | 93.223 | 48.745 |        |    |      | 0.509  | 21.363  | 9.753          |                | 1.822          | 4.260   |           | 5.472    |
| 2'-OH-PCB3      | 33.133 |      | 21.307 | 8.932  | 9.967  | 0.831  | 8.194  |        | 16.587 |        |    |      | 20.318 | 5.325   | 9.070          | 5.579          |                |         |           |          |
| 3'-OH-PCB3      | 11.263 |      | 9.354  | 0.942  | 1.454  | 0.716  | 7.906  | 7.083  | 0.712  | 1.933  |    |      | 0.896  | 0.469   | 7.007          | 0.625          |                |         |           |          |
| 4'-OH-PCB3      | 15.293 |      | 0.454  |        |        |        |        |        |        |        |    |      | 0.493  | 5.496   |                | 1.206          | 0.020          |         |           |          |
| 4-OH-PCB11      | 8.845  |      | 0.727  | 1.080  | 0.988  | 1.096  | 7.524  | 7.524  | 2.783  |        |    |      | 0.839  | 0.991   |                | 0.972          |                |         |           |          |
| 5-OH-PCB11      | 1.225  |      | 2.670  |        |        |        |        |        |        |        |    |      | 2.084  |         |                |                | 0.067          |         |           |          |
| 4'-OH-PCB25     | 5.838  |      | 0.723  | 2.904  |        |        |        |        |        |        |    |      | 2.191  | 0.280   |                | 0.270          |                |         |           |          |
| 4-OH-PCB52      | 4.507  |      | 1.846  |        |        |        |        |        |        |        |    |      | 1.014  |         |                |                | 0.067          |         |           |          |

|                                    |        |  |        |        |        |        |        |        |        |  |  |  |        |        |        |        |        |        |       |        |
|------------------------------------|--------|--|--------|--------|--------|--------|--------|--------|--------|--|--|--|--------|--------|--------|--------|--------|--------|-------|--------|
| <b>3'- PCB3 sulfate</b>            |        |  | 43.053 | 15.828 | 44.541 | 16.224 | 98.627 | 98.627 | 15.828 |  |  |  | 11.501 |        |        |        | 47.762 |        |       |        |
| <b>4'- PCB3 sulfate</b>            |        |  | 70.289 | 47.998 | 57.777 | 44.690 | 46.045 | 57.777 | 50.797 |  |  |  | 51.277 |        |        |        | 7.058  |        |       |        |
| <b>4'- PCB25 sulfate</b>           |        |  | 13.169 |        | 10.000 |        |        |        |        |  |  |  | 10.000 | 39.164 |        | 47.571 |        |        |       |        |
| <b>4- PCB52 sulfate</b>            | 26.326 |  | 46.365 | 0.844  | 17.035 |        |        | 49.404 | 31.801 |  |  |  | 46.154 |        |        |        |        |        |       |        |
| <b>4'-OMe-PCB3</b>                 |        |  |        | 81.184 | 58.815 | 63.120 |        |        |        |  |  |  | 53.353 | 0.654  |        | 0.607  | 42.576 | 13.809 |       | 13.896 |
| <b>4-OMe-PCB11</b>                 |        |  | 0.127  | 43.654 | 43.436 | 49.277 | 78.447 | 29.758 | 63.555 |  |  |  | 42.373 | 1.233  | 45.319 | 1.148  |        |        | 6.189 |        |
| <b>4-Cl-BQ</b>                     |        |  | 0.269  |        |        |        |        |        |        |  |  |  | 0.269  |        |        |        |        |        |       |        |
| <b>Cabinet Mixture</b>             |        |  | 0.040  | 4.321  | 44.705 |        |        |        |        |  |  |  | 44.935 | 9.850  | 24.235 | 0.001  | 18.752 |        |       |        |
| <b>Fox River Mixture (FRM)</b>     |        |  |        | 24.954 | 50.250 |        |        | 76.402 |        |  |  |  | 52.636 |        |        |        | 0.469  |        |       |        |
| <b>Human Relevant (HR) Mixture</b> |        |  |        | 48.540 | 40.588 |        |        | 98.627 |        |  |  |  | 38.187 |        |        | 7.859  |        |        |       |        |

**Table S3.** Exposure concentrations for *cyp1a* reporter analysis. Values in  $\mu\text{M}$ .

| Compound         | Concentration ( $\mu\text{M}$ ) |
|------------------|---------------------------------|
| (-)-PCB136       | 53.42                           |
| 4-Cl-BQ          | 0.35                            |
| 3'-OH-PCB3       | 7.79                            |
| 4'-OH-PCB25      | 5.80                            |
| 4'-OH-PCB3       | 1.83                            |
| 4'-PCB25 Sulfate | 15.50                           |
| 4-OH-PCB11       | 4.33                            |
| 4-OH-PCB52       | 1.35                            |
| 5-OH-PCB11       | 3.26                            |
| PCB126           | 0.10                            |

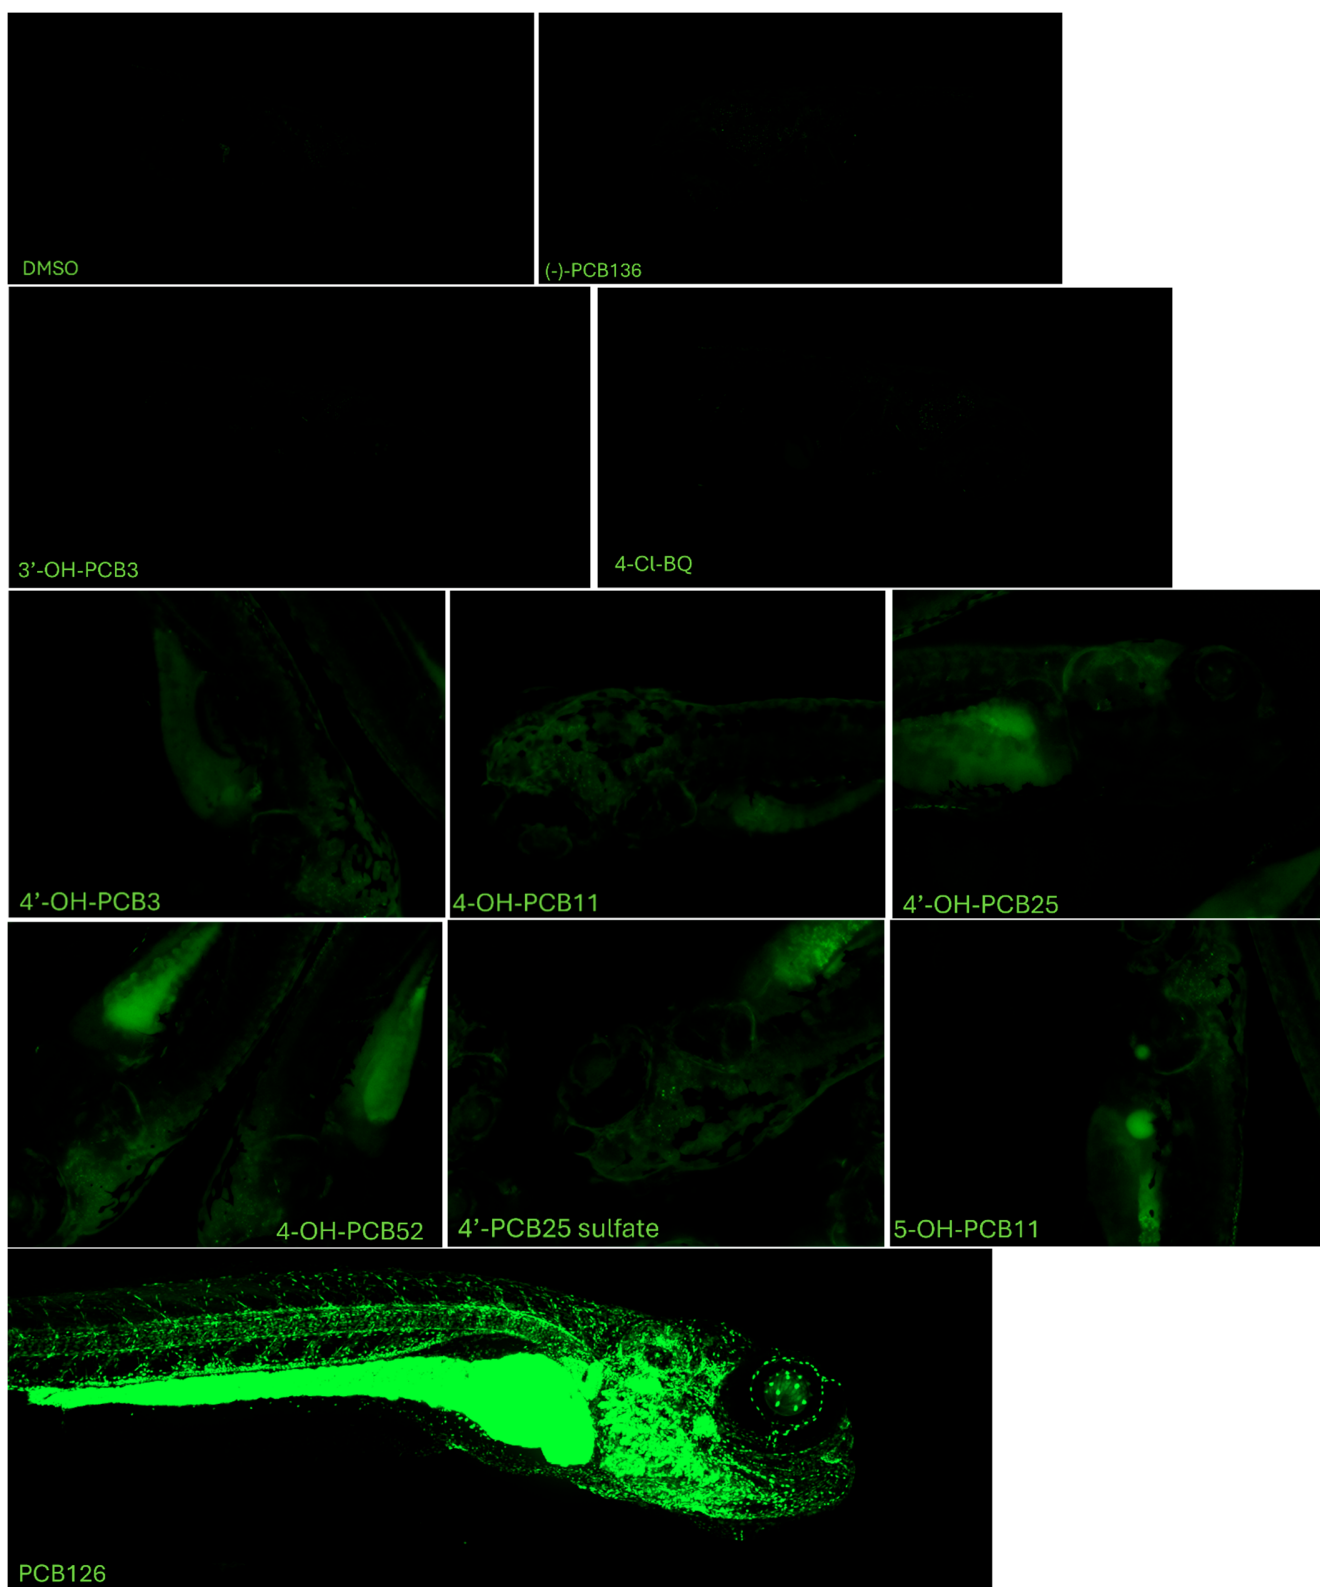

**Figure S1.** Representative fluorescence images of a *cypla* reporter line (Tg(*cypla*:nls-egfp)) at 120 hpf following embryonic exposure. All images captured at 10x magnification, 1/3s exposure, and max exposure = 500.

## References

- Holland, E.B.; Feng, W.; Zheng, J.; Dong, Y.; Li, X.; Lehmler, H.J.; Pessah, I.N. An extended structure-activity relationship of nondioxin-like PCBs evaluates and supports modeling predictions and identifies picomolar potency of PCB 202 towards ryanodine receptors. *Toxicol Sci* **2017**, *155*, 170–181, doi:10.1093/toxsci/kfw189.
- Sethi, S.; Morgan, R.K.; Feng, W.; Lin, Y.; Li, X.; Luna, C.; Koch, M.; Bansal, R.; Duffel, M.W.; Puschner, B.; et al. Comparative analyses of the 12 most abundant PCB congeners detected in human maternal serum for activity at the thyroid hormone receptor and ryanodine receptor. *Environ Sci Technol* **2019**, *53*, 3948–3958, doi:10.1021/acs.est.9b00535.
- Gadupudi, G.S.; Elser, B.A.; Sandgruber, F.A.; Li, X.; Gibson-Corley, K.N.; Robertson, L.W. PCB126 inhibits the activation of AMPK-CREB signal transduction required for energy sensing in liver. *Toxicol Sci* **2018**, *163*, 440–453, doi:10.1093/toxsci/kfy041.
- Li, X.; Lehmler, H.-J. Authentication of 3,3',4,4',5-pentachlorobiphenyl. **2019**, doi:10.6084/m9.figshare.9736340.v1.
- Dhakal, R.; Lehmler, H.-J. Authentication of 4-chloro-4'-methoxy-biphenyl. **2020**, doi:10.6084/m9.figshare.10299209.v1.
- Kania-Korwel, I.; Parkin, S.; Robertson, L.W.; Lehmler, H.-J. Synthesis of polychlorinated biphenyls and their metabolites with a modified Suzuki-coupling. *Chemosphere* **2004**, *56*, 735–744, doi:10.1016/j.chemosphere.2004.04.035.
- Shaikh, N.S.; Parkin, S.; Lehmler, H.-J. The Ullmann coupling reaction: a new approach to tetraarylstannanes. *Organometallics* **2006**, *25*, 4207–4214, doi:10.1021/om060456a.
- Li, X.; Parkin, S.R.; Lehmler, H.J. Absolute configuration of 2,2',3,3',6-pentachlorinatedbiphenyl (PCB 84) atropisomers. *Environ Sci Pollut Res Int* **2018**, *25*, 16402–16410, doi:10.1007/s11356-017-9259-z.
- Dhakal, R.; Lehmler, H.-J. Authentication of 4-chloro-2'-hydroxy-biphenyl. **2020**, doi:10.6084/m9.figshare.8194220.v1.
- Dhakal, R.; Lehmler, H.-J. Authentication of 4-chloro-3'-hydroxy-biphenyl. **2020**, doi:10.6084/m9.figshare.10295243.v1.
- Dhakal, R.; Lehmler, H.-J. Authentication of 4-chloro-4'-hydroxy-biphenyl. **2020**, doi:10.6084/m9.figshare.10299173.v1.
- Li, X.; Lehmler, H.-J. Dataset for synthesis and authentication of 3,3'-dichlorobiphenyl-4-ol (4-OH-PCB 11). **2022**, doi:10.25820/data.006182.
- Li, X.; Lehmler, H.-J. Dataset for synthesis and authentication of 2,2',5,5'-tetrachlorobiphenyl-4-ol (4-OH-PCB 52). **2022**, doi:10.25820/data.006178.
- Li, X.; Lehmler, H.-J. Authentication of 2-(4'-chlorophenyl)-1,4-benzoquinone. **2019**, doi:10.6084/m9.figshare.9736379.v1.
- Li, X.; Lehmler, H.-J. Synthesis and characterization of Alzheimer's disease and related dementias (ADRD) mixture. **2025**, doi:10.25820/data.007553.
- Li, X.; Suh, Y.P.; Cui, J.Y.; Lehmler, H.-J. Dataset for characterization of the Fox River mixture (FRM). **2023**, doi:10.25820/data.006235.
- Li, X.; Westra, B.; Behan-Bush, R.M.; Liszewski, J.N.; Schrodtt, M.V.; Vats, B.; Klingelhutz, A.J.; Ankrum, J.A.; Lehmler, H.-J. Dataset for synthesis and characterization of Cabinet Mixture. **2022**, doi:10.25820/data.006184.
- Li, X.; Parkin, S.; Duffel, M.W.; Robertson, L.W.; Lehmler, H.-J. An efficient approach to sulfate metabolites of polychlorinated biphenyls. *Environ Int* **2010**, *36*, 843–848, doi:10.1016/j.envint.2009.02.005.

How the deposited data were processed for this re-analysis (not part of the article)

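The deposited transcriptomic table covers 48 libraries of zebrafish embryos at 48 hpf, each from a pool of 8 embryos, in 12 groups of 4 libraries (10 exposures and the controls of 2 days). As the authors describe, reads of the QuantSeq Pool libraries were trimmed with Trimmomatic, aligned with STAR to the zebrafish genome, collapsed by unique molecular identifier and summarised as counts per gene with HTSeq, and the counts are deposited without normalization. The table also holds 12 columns of counts summed by the authors over the 4 libraries of each group, which were not used for any test. The adjusted p-values in the authors' deposited table come from DESeq2 comparisons of each exposure with the controls of 1 day and of the control days with each other, and they were used only to count DEGs in 20 of these comparisons. The authors' comparison of PCB3 with the day 1 controls was not used, because its column number equals a count printed here and the 2 could not be kept apart, which has no bearing on its values. The authors' fold changes, standard errors and unadjusted p-values were not used here. No comparison with the 8 pooled controls, which the paper describes, was read from these columns. Per-sample columns left unused numbered 0.

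The table lists 32057 genes, of which 5061 have no count, and 687 gene names occur more than once, so genes were joined by identifier. The 92 ERCC and 22 SIRV spike-in sequences held 4.64e-05% of the counts and were left out. Library totals lay between 3736236 and 5771779. At this depth 3 counts in each control correspond to 0.639 CPM. Changes are given as bounds where every control library had at most 3 counts. Where every library of the exposure had at most 3 counts, the change is given with that exposure set at 3 counts. The control means of il1b, irf7 and chrng were also below 0.639 CPM. Their highest control counts were 4, 7 and 4, so their changes are given as estimates that rest on few counts.

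Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), with TMM normalization, edgeR's filter on low counts and the quasi-likelihood test, in a single fit of 48 libraries with the 8 controls as 1 group. This tested 13125 genes. Adjusted p-values are Benjamini-Hochberg values within each exposure, with a threshold of 0.05. The control days were compared in a fit of the 8 control libraries alone (11676 genes). On simulated data without a difference between the control days, edgeR recovered 95% of 200 changed genes with 9 false calls among 12815 genes tested. It made 0 calls in an unchanged group, and DESeq2 1.42.0 recovered 95% with 6 false calls and 1 call in the unchanged group. These data do not cover the pooling of unlike controls. With the day difference simulated, unchanged groups had 22 to 229 DEGs at the day 1 level and 75 to 213 at the day 2 level. Fold changes were correlated over 11740 genes with a mean normalized count of at least 10. The PCA used log2 CPM with a prior count of 2 and the 500 most variable genes. Overlaps of DEGs were tested with the hypergeometric test. Parents and metabolites were compared with an exact permutation test on the number of DEGs. Because the exposures share controls, unchanged groups were simulated in 20 runs for each of 3 settings of the control days. A second set of 20 runs at the day 1 level was simulated for the test of pooled controls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

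Gene lists were tested with limma's camera at an inter-gene correlation of 0.01 and with fry, adjusted over 12 lists and 10 exposures. The lists were the 6 immune genes, the 3 upregulated and 3 downregulated neuroactive genes and the 2 circadian genes that the paper names, genes of the AhR battery, the circadian clock, innate immunity, DNA replication, phototransduction, xenobiotic and oxidative stress response, the hatching gland and steroid biosynthesis. Lists of mitochondrial transcripts and melanin pathway genes were added later. They were adjusted together with 1 further list, which is not reported here, over 3 lists and 10 exposures. Genes named in the text are every gene that the paper names in its transcriptomic sections and cyp1a, at most 3 genes per exposure and direction with the smallest adjusted p and a gene symbol, and members of the lists.

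The sample groups, the tests, the rule for named genes, the 12 lists and most alternatives were chosen before the data were examined. Added afterwards were DESeq2 together with a fold-change limit, the single-day controls for lists, overlaps and the comparison of parents with metabolites, variance-stabilized counts for the PCA, fry as an alternative, a replicate block and leaving out replicates for the control days, and leaving out replicates for the lists. Other alternatives were DESeq2, other thresholds and adjustments, no filter on low counts, a fit of each exposure with its controls alone, the controls of each day, a block by replicate number and the removal of each replicate. Replicate numbers do not pair the libraries: the mean correlation of deviations between libraries of the same number was -0.00158, and 19 of 264 pairs were over 0.1. All 72 pairs of replicates within groups differed by more than sampling noise (chi-square over degrees of freedom 2.63 to 44.6), so no library was counted as a repeat of another. The paper's pathway enrichment and its clustering were not analysed here, since no pathway annotation was used. The labels give no day or library pool for the exposed embryos.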

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

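The tests of library splits, and that of the time of day, were set out before their results were seen, and the other tests here were chosen only after the result was seen.

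The control libraries of day 1 and day 2 differed in 2079 DEGs of 11676 genes tested, which the paper does not report. The authors' deposited table gives 2010 DEGs for the same comparison. Of the 35 splits of the 8 controls into 4 and 4, 1 gave as many DEGs, the real one, and the next highest gave 165. Library size is argued against, since the ratio of the median totals was 1.22 and normalization removes it, and so is a dominance of a few genes, since the share of the 10 most abundant genes differed by 2.86 percentage points (13.8 ± 1.43% and 16.7 ± 5.17%). A difference in developmental stage is a candidate explanation, with DNA replication genes higher on day 2 at an adjusted p of 2.1e-13. The time of day at sampling cannot be told apart from it, because the 3 clock activators went both ways. Their median log2 fold change was 0.05, with arntl1b at -1.05, while 7 of 11 genes of the per, cry and nr1d families were lower on day 2. Other differences between the days, such as clutch, were not tested.

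FRM and HR-PCB lie near the day 2 controls. Across genes, the change of FRM was correlated with the change from day 1 to day 2 at 0.580 on average over 6 divisions of the day 1 controls, and that of HR-PCB at 0.629, compared with 0.0692 to 0.409 for the other exposures. Library size alone is argued against by the 7 exposures other than 5-OH-PCB11 and the mixtures. Of their libraries, 0 of 14 within the range of FRM totals, and 0 of 12 within that of HR-PCB, lay nearer to the day 2 controls. The 4 libraries of 5-OH-PCB11, which these counts leave out, go the other way. They lay nearer to the day 2 controls, with totals from 3775197 to 4547373. All of them were within the range of FRM, and replicate 2 was within that of HR-PCB. Of the DEGs against the day 1 controls, 1.02% for FRM and 0.284% for HR-PCB were DEGs in the same direction against the day 2 controls. The 12 libraries of FRM, HR-PCB and the day 2 controls occupy 12 adjacent wells, so plate position or library pool cannot be told apart from the day, and neither can an effect of the mixtures that resembles the day difference. The values are consistent with exposed embryos that were sampled with the day 2 controls. For gnb3a, gng13b and cry1a in the 2 mixtures, 0 of 6 pairs were past the threshold against the day 2 controls alone (0 at an unadjusted p), with log2 fold changes from -0.53 to 0.13. For cry1a and cry3b in 3′-OH-PCB3 and 4-OH-PCB11, 0 of 4 pairs were past it (0 at an unadjusted p) and 4 of 4 were past it against day 1. These exposures lie nearer to the day 1 controls on the PCA, so the cause stays open. The decrease of gng13b in 5-OH-PCB11 is not explained by the day alone, as its log2 fold change against the day 2 controls was -0.83.

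Single libraries lay far from the other 3 of their group, measured as the gap to the nearest library over the range. In replicate 2 of the mixtures this held for ccl20a.3 in FRM (0.985) and HR-PCB (0.987), il1b in HR-PCB (0.989), PC1 of HR-PCB (0.934) and FRM (0.907) and PC2 of HR-PCB (0.877). Of 97 groups tested, 11 were over the critical value where 4.85 would be by chance, among them 5 of 43 gene and exposure groups, 1 of 30 control groups and 5 of 24 groups of component values. A mislabelled library is argued against, because replicate 2 had 41.5 CPM of cyp1a in HR-PCB and 48.5 CPM in FRM, while the highest of the 36 libraries outside these mixtures and PCB126 had 9.36. RNA carried over from 5-OH-PCB11 would raise the genes of that exposure alike. In FRM the 27 immune genes reached a median share of 0.469 of the 5-OH-PCB11 excess and 222 other genes 0.158, which argues against it. In HR-PCB the shares were 0.915 for the immune genes (quartiles 0.282 and 1.35) and 0.204 for 225 other genes (upper quartile 0.433). With each of the 4 libraries of 5-OH-PCB11 as the source in turn, the median share of the immune genes lay between 0.731 and 1.19 and that of the other genes between 0.171 and 0.254, and 5 of the 27 immune genes were above every one of these libraries, which argues against carry-over in HR-PCB too. An immune response in the embryos of these 2 pools is a biological explanation that was not tested.

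In 4-OH-PCB11, replicate 4 lay apart on PC1 (0.888, at -4.97) and PC2 (0.905). Its mean log2 CPM of the innate immune list was 1.46, compared with 2.97 to 3.35 in the other 3 libraries. In 3′-OH-PCB3, replicate 3 of gnrh2 lay apart (0.916), and in FRM replicate 4 of grin2da (0.903, at 2.68 CPM against 1.56 to 1.67). For ccl20a.3 in the day 1 controls the value was 1, because 1 library had 1 count and the other 3 had 0. No explanation was tested for these libraries.

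The transcript of cyp1a was raised outside PCB126, in data that the transcriptomic sections of the paper do not discuss, with log2 fold changes of 4.39 for FRM, 4.33 for HR-PCB and 1.64 for PCB11, higher in 4 of 4 libraries of each than in any control. The day of the controls does not account for it, since against the day 2 controls alone the log2 fold changes were 4.17 for FRM and 4.11 for HR-PCB. If RNA of PCB126 were carried over, the other 35 genes raised by PCB126 would rise by the share of cyp1a. In HR-PCB they reached 0.225 of the PCB126 excess and cyp1a 0.0744, and in FRM they reached 0.157 and cyp1a 0.0778. A larger rise of the other genes does not argue against carry-over of cyp1a. In PCB11 they reached -0.0180 and cyp1a 0.00906, within the range of the controls. In PCB11 carry-over cannot be told apart from a response. In the mixtures cyp1a was at 41.5 CPM or more in HR-PCB and 44.3 or more in FRM. The day 2 controls, in the wells adjoining theirs, had 2.31 to 4.10 CPM. The 36 libraries outside these mixtures and PCB126, some of them in wells beside PCB126, had at most 9.36. These values argue against carry-over between neighbouring wells in the mixtures. Carry-over by another route was not tested and cannot be told apart from a response there.

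In 5-OH-PCB11, ccng1 had a log2 fold change of 1.76, which the paper does not report, and its cause stays open.

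Splits of the 12 libraries of each exposure and the controls, in fits of these libraries alone, show how often other groupings gave as many DEGs. Of 60 splits drawn from 495, the real one included, as many DEGs arose in 60 for PCB3 (0 DEGs, 1038 genes at an unadjusted p), 3 for PCB11, 2 for PCB126, 2 for 2′-OH-PCB3, 1 for 3′-OH-PCB3, 2 for 4′-OH-PCB3, 1 for 4-OH-PCB11, 1 for 5-OH-PCB11, 2 for FRM and 1 for HR-PCB. The numbers of DEGs in these fits were 7 for PCB11, 44 for PCB126, 386 for 2′-OH-PCB3, 85 for 3′-OH-PCB3, 28 for 4′-OH-PCB3, 85 for 4-OH-PCB11, 3227 for 5-OH-PCB11 and 2 for each mixture. Except for 5-OH-PCB11, at least 1 of the 2 splits that set the controls of a day apart gave more. Setting the day 2 controls apart gave 2980 DEGs for PCB3, 2800 for PCB11, 2538 for PCB126, 2598 for 2′-OH-PCB3, 1562 for 3′-OH-PCB3, 2368 for 4′-OH-PCB3 and 1506 for 4-OH-PCB11. Setting the day 1 controls apart gave 2364 for FRM and 2630 for HR-PCB. The other day split gave no more DEGs than the real one for PCB3, PCB11, PCB126, 2′-OH-PCB3 (114) and HR-PCB (1), and more for 3′-OH-PCB3 (305), 4′-OH-PCB3 (118), 4-OH-PCB11 (639) and FRM (111). For 5-OH-PCB11 the day splits gave 456 and 1684, below the real one. Only the day 2 split of 2′-OH-PCB3 was among those drawn. Within the day 1 controls alone the DEGs numbered 0 for PCB3 (600 at an unadjusted p), 10 for PCB11, 80 for PCB126, 529 for 2′-OH-PCB3, 361 for 3′-OH-PCB3, 141 for 4′-OH-PCB3, 567 for 4-OH-PCB11 and 4464 for 5-OH-PCB11, and within the day 2 controls alone 80 for FRM, 18 for HR-PCB and 3588 for 5-OH-PCB11. For the numbers of gene lists past the threshold, splits with as many numbered 20 for PCB3, 32 for PCB11, 17 for PCB126, 21 for 2′-OH-PCB3, 8 for 3′-OH-PCB3, 23 for 4′-OH-PCB3, 11 for 4-OH-PCB11, 24 for 5-OH-PCB11, 2 for FRM and 2 for HR-PCB, so in 8 exposures at least 8 of the 60 splits, the real one included, gave as many lists.

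The DEGs of PCB11 and PCB126 lie in part on genes that differ between the control days. Of 200 unchanged groups at the day 1 level in a second set of simulated runs, 0.5% had as many DEGs as PCB11 and 0.5% as many as PCB126 (39 to 229, median 120). Of the 200 groups of the earlier runs at this level, 0.5% and 1.5% did (22 to 229). PCB3 had 0 DEGs against the day 1 controls and 0 against the 8 controls, below every simulated group. The simulated groups thus did not reproduce a real exposure without DEGs against day 1. These shares therefore cannot decide whether the pooling of unlike controls is the source of the whole number for PCB11 or PCB126.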

How the results depend on the processing

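The alternatives added after the data were seen, and the tests on them, were DESeq2 with a fold-change limit, the single-day controls for lists, overlaps and parents, variance-stabilized counts, fry, the leaving out of replicates for lists, and the replicate block and leaving out of replicates for the control days. Unless a construction is named, the cause of a change was not tested.

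Over the 10 exposures, the number of DEGs moved by more than 1.5 times in 90 combinations of exposure and alternative and stayed within it in 80. At an unadjusted p of at most 0.05 the numbers were 1648 for PCB3, 2120 for PCB11, 1903 for PCB126, 2661 for 2′-OH-PCB3, 1927 for 3′-OH-PCB3, 1879 for 4′-OH-PCB3, 1808 for 4-OH-PCB11, 2138 for FRM and 1897 for HR-PCB, since more genes pass a looser threshold. At an adjusted p of at most 0.01 they were 32 for PCB11, 102 for PCB126, 411 for 2′-OH-PCB3, 102 for 3′-OH-PCB3, 45 for 4′-OH-PCB3, 97 for 4-OH-PCB11, 23 for FRM and 5 for HR-PCB. With an absolute log2 fold change of at least 1 they were 31 for PCB11, 41 for PCB126, 198 for 2′-OH-PCB3, 75 for 3′-OH-PCB3, 29 for 4′-OH-PCB3, 75 for 4-OH-PCB11, 785 for 5-OH-PCB11 (335 up and 450 down), 39 for FRM and 48 for HR-PCB. DESeq2 together with that limit gave 4 for PCB3, 8 for PCB11, 10 for PCB126, 186 for 2′-OH-PCB3, 67 for 3′-OH-PCB3, 13 for 4′-OH-PCB3, 62 for 4-OH-PCB11, 879 for 5-OH-PCB11 (414 up and 465 down), 46 for FRM and 54 for HR-PCB.

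DESeq2 without the limit gave 34 for PCB3 and 362 for PCB11. Adjustment over the 10 exposures together gave 184 for PCB3, 411 for PCB11, 346 for PCB126, 338 for 4′-OH-PCB3, 458 for FRM and 347 for HR-PCB. Without a filter on low counts PCB3 had 30. With each exposure fitted with the 8 controls alone, where fewer libraries set the dispersion, the numbers were 7 for PCB11, 44 for PCB126, 386 for 2′-OH-PCB3, 85 for 3′-OH-PCB3, 28 for 4′-OH-PCB3, 85 for 4-OH-PCB11, 2 for FRM and 2 for HR-PCB. The day 1 controls alone gave 10 for PCB11, 80 for PCB126, 529 for 2′-OH-PCB3, 567 for 4-OH-PCB11, 1953 for FRM and 2112 for HR-PCB. The day 2 controls alone gave 2195 for PCB3, 2334 for PCB11, 2155 for PCB126, 2702 for 2′-OH-PCB3, 1600 for 3′-OH-PCB3, 1829 for 4′-OH-PCB3, 1318 for 4-OH-PCB11, 80 for FRM and 18 for HR-PCB. Across the 4 fits that each left out 1 replicate, the numbers ranged from 59 to 152 for PCB11, 94 to 178 for PCB126, 487 to 855 for 2′-OH-PCB3, 165 to 246 for 3′-OH-PCB3, 67 to 133 for 4′-OH-PCB3, 129 to 209 for 4-OH-PCB11, 27 to 94 for FRM and 9 to 88 for HR-PCB. The block by replicate number moved no number of DEGs by more than 1.5 times. For 5-OH-PCB11 the upregulated DEGs numbered 1301 at an adjusted p of at most 0.01.

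The union of DEGs was 9754 at an unadjusted p (3625 only up and 3871 only down), 3133 at an adjusted p of at most 0.01 (1450 and 1653), 957 with the fold-change limit (434 and 516) and 1010 with DESeq2 and the limit (486 and 521). Genes upregulated by 2′-OH-PCB3 and 5-OH-PCB11 numbered 204 at an adjusted p of at most 0.01, 243 with the day 1 controls and 587 with the day 2 controls. Those shared with 4-OH-PCB11 as well numbered 44 at an adjusted p of at most 0.01 and 244 with the day 2 controls. Downregulated genes shared by FRM and HR-PCB numbered 0 at an adjusted p of at most 0.01, 740 with the day 1 controls and 4 with the day 2 controls, and those shared with 5-OH-PCB11 as well 0, 612 and 3. At that stricter threshold FRM and HR-PCB had 23 and 5 DEGs in all. Overlaps past the threshold numbered 89 of 90 with the day 2 controls. The comparison of parents with metabolites gave an exact permutation p of 0.0179 with the day 1 controls.

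The correlation of FRM with HR-PCB was 0.804 over genes with a mean normalized count of at least 100. Over these genes that of PCB3 with PCB126 was 0.518, of 2′-OH-PCB3 with 5-OH-PCB11 0.341 and of PCB3 with FRM -0.377. On the test statistic the correlations were 0.316 for FRM and 5-OH-PCB11, 0.368 for HR-PCB and 5-OH-PCB11, 0.473 for 2′-OH-PCB3 and 4-OH-PCB11, 0.508 for PCB3 and PCB126, 0.313 for 2′-OH-PCB3 and 5-OH-PCB11 and -0.213 for PCB3 and FRM. Over all genes the correlation of PCB3 and FRM reversed, to 0.0367.

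Among the named genes, 3 changes reversed with day 2 controls only, to log2 fold changes of 0.13 for gnb3a in FRM, 0.0148 for cry1a in HR-PCB and 0.15 for cry1a in 4-OH-PCB11. In the other combinations of named gene and alternative, 88 became weaker, 9 became stronger and 1091 were the same.

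For the 62 gene list results past the threshold, 20 combinations of result and alternative reversed. With the day 2 controls alone the adjusted p of the circadian clock list was 0.373 for 3′-OH-PCB3, 0.341 for FRM and 0.599 for HR-PCB, and that of phototransduction 0.731 for FRM and 0.902 for HR-PCB. With the day 1 controls alone the adjusted p of the downregulated neuroactive genes was 0.754 for PCB3. That of the circadian clock was 0.00872 for PCB3, 0.300 for PCB11, 0.0155 for PCB126 and 0.668 for 2′-OH-PCB3. That of DNA replication was 0.457 for PCB3, 0.856 for PCB126, 0.696 for 2′-OH-PCB3, 0.00767 for 3′-OH-PCB3, 0.0475 for 4′-OH-PCB3 and 0.0177 for 4-OH-PCB11. That of phototransduction was 0.387 for PCB3 and 0.0112 for PCB126. The innate immune list ranged from 5.5e-05 to 0.278 for FRM and from 1.0e-07 to 0.293 for HR-PCB over the fits that each left out 1 replicate, and the direction reversed without replicate 2. In the other combinations, 57 became weaker and 543 were the same. The number of list results past the threshold was 53 to 73 over the alternatives.

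The number of DEGs between the control days stayed within 1.5 times in all 10 alternatives, from 1460 with DESeq2 to 2263. The share of variance moved to 17.6% for PC1 and 10.6% for PC2 with all genes, and to 18.9% for PC2 on variance-stabilized counts. Depth limits the genes near the floor of 0.639 CPM, such as ccl20a.3, whose fold changes are bounds.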

Differences from the paper's values

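DESeq2 combined with a fold-change limit and the PCA on variance-stabilized counts were tried only after the values were seen, and the tests with the other alternatives were chosen before.

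The paper reports 4 DEGs for PCB3, 8 for PCB11, 10 for PCB126, 165 for 2′-OH-PCB3, 62 for 3′-OH-PCB3, 13 for 4′-OH-PCB3, 56 for 4-OH-PCB11, 958 for 5-OH-PCB11, 51 for FRM and 51 for HR-PCB. Here the numbers were 0 for PCB3 (1648 genes at an unadjusted p of at most 0.05), 228 for PCB11, 211 for PCB126, 924 for 2′-OH-PCB3, 328 for 3′-OH-PCB3, 185 for 4′-OH-PCB3, 280 for 4-OH-PCB11, 4157 for 5-OH-PCB11, 259 for FRM and 145 for HR-PCB. The paper gives 433 upregulated and 525 downregulated DEGs for 5-OH-PCB11, compared with 1994 and 2163 here. It counts 1078 unique DEGs, 496 upregulated and 582 downregulated, compared with 4979, of which 2270 were only upregulated and 2508 only downregulated.

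The paper's definition excludes a fold-change limit, yet the numbers are nearer to the paper's with one. With an absolute log2 fold change of at least 1, 6 of 10 exposures came within 1.5 times of the paper's number, namely 198 for 2′-OH-PCB3, 75 for 3′-OH-PCB3, 75 for 4-OH-PCB11, 785 for 5-OH-PCB11 (335 up and 450 down), 39 for FRM and 48 for HR-PCB, and so did the union, at 957 genes (434 and 516). With DESeq2 and that limit all 10 came within 1.5 times, at 4 for PCB3, 8 for PCB11, 10 for PCB126, 186 for 2′-OH-PCB3, 67 for 3′-OH-PCB3, 13 for 4′-OH-PCB3, 62 for 4-OH-PCB11, 879 for 5-OH-PCB11, 46 for FRM and 54 for HR-PCB, with a union of 1010. The numbers for PCB3, PCB11, PCB126 and 4′-OH-PCB3 equal the paper's. Without the limit DESeq2 gave 34, 362, 232 and 235 for them, and 0 of 10 exposures came within 1.5 times. These values argue against counts made without a limit, although the paper states that none was used. The cause of the remaining differences was not tested. The setting of DESeq2 with that limit was chosen with the paper's values in view. Separate fits came within 1.5 times for 2 exposures (7 for PCB11 and 85 for 3′-OH-PCB3), the day 1 controls alone for 1 (10 for PCB11), the fits without replicate 1 for 2 (62 for FRM and 36 for HR-PCB) and those without replicate 4 for 1 (41 for HR-PCB). In the other 11 alternatives 0 of 10 exposures did.

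Of the pairs of named gene and exposure taken for the comparison with the paper, 4 were not past the threshold here. The adjusted p was 0.0594 for ccl20a.3 in FRM, 0.0553 for cry1a and 0.0582 for cry3b in 4-OH-PCB11 and 0.306 for gnrh2 in 2′-OH-PCB3. Among these, the paper's text names the exposure only for ccl20a.3. It refers to several exposures for cry1a and cry3b, and to hydroxylated metabolites of lower-chlorinated PCBs for gnrh2.

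The PCA explains about 16% of the variance on PC1 and about 9.5% on PC2 in Fig. 5, read by eye, compared with 27.9% and 14.8% here. On variance-stabilized counts from DESeq2, the kind of values that the paper's methods name, the shares were 32.5% and 18.9%, further from the paper's. With all genes past the filter they were 17.6% and 10.6%, within 1.5 times of the paper's.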

Other observations

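All tests of explanations in this part were chosen only after the result was seen.

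In 2′-OH-PCB3, mt-nd2 led the downregulated genes, which raised the hypothesis of lower mitochondrial transcription. The 10 other mitochondrial transcripts were lower against the 8 controls (2 of 10 higher, adjusted p = 0.0208) and against the day 1 controls (1.8e-05), with adjusted p = 0.0809 under fry and 0.513 against the day 2 controls alone, so the control day cannot be told apart from an effect. DEGs numbered 2, and 6 when adjusted over the list alone. In 5-OH-PCB11 the list was higher, with 10 of 10 genes higher, an adjusted p of 0.000991 and 8 DEGs. It was also lower in PCB11 (0.0440) and 3′-OH-PCB3 (0.0482), without holding under fry.

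In 4′-OH-PCB3, tyrp1b led the downregulated genes. The 10 other melanin pathway genes had an adjusted p of 0.0747 from camera and 0.0478 from fry, with 4 of 10 higher and 2 DEGs (3 when adjusted over the list alone), so lower expression of the pathway stays open. For 4′-OH-PCB3 the adjusted p from camera was 0.0107 against the day 1 controls alone and 0.513 against the day 2 controls alone. In 4-OH-PCB11 the same genes were higher (8 of 10, adjusted p = 0.00622, 2 DEGs). That increase was not past the threshold against the day 1 controls alone (adjusted p = 0.119) and was past it against the day 2 controls alone (0.0191).

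Genes of the AhR battery were higher in PCB126 (7 of 7 genes, adjusted p = 5.2e-122, 6 DEGs), HR-PCB (5 of 7, adjusted p = 5.5e-14, 2 DEGs) and FRM (5 of 7, adjusted p = 5.8e-10, 1 DEG), all held under fry, with 6, 3 and 2 DEGs when adjusted over the list alone. Xenobiotic and oxidative stress genes (21) were higher in 8 exposures, all held under fry, with adjusted p = 5.8e-10 for PCB126, 1.1e-08 for 2′-OH-PCB3, 6.2e-08 for 3′-OH-PCB3, 4.6e-07 for HR-PCB, 4.0e-05 for 5-OH-PCB11, 0.000536 for FRM, 0.00564 for 4′-OH-PCB3 and 0.0351 for 4-OH-PCB11. The numbers of DEGs were 3, 9, 5, 1, 9, 1, 2 and 0, and 4, 12, 6, 4, 11, 1, 3 and 0 when adjusted over the list alone. In the same order, 14, 16, 17, 16, 19, 12, 12 and 15 of the 21 genes were higher. The median log2 fold change of the list was 0.0596 for PCB126, 0.0567 for FRM and 0.0184 for 4′-OH-PCB3, so these 3 calls do not show a rise across the list. The call for 4-OH-PCB11 was lost without replicate 2 or 3, at adjusted p = 0.0915 and 0.0641. Against the day 2 controls alone the adjusted p was 0.579 for 4′-OH-PCB3, 0.850 for 4-OH-PCB11 and 0.101 for FRM, and at most 0.0244 for the other 5.

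DNA replication genes (32) were lower in 7 exposures, with adjusted p from 1.2e-09 for PCB11 to 0.00258 for 3′-OH-PCB3, and higher in HR-PCB (5.8e-10), FRM (1.2e-09) and 5-OH-PCB11 (0.000302). The decreases held under fry for PCB3, PCB11, PCB126 and 2′-OH-PCB3, and the 3 increases held. Against the day 2 controls alone the increases had adjusted p = 0.731 for HR-PCB, 0.632 for FRM and 0.350 for 5-OH-PCB11, and the list was higher on day 2 than on day 1 among the controls (32 of 32 genes, 2.1e-13), so the control day cannot be told apart from an effect here. DEGs numbered at most 2 in these exposures apart from 13 in 5-OH-PCB11, and up to 14 when adjusted over the list alone. Hatching gland genes (7) were lower in PCB3 (0.000403) and PCB11 (0.00259) and higher in HR-PCB (0.000812), FRM (0.00305) and 5-OH-PCB11 (0.0418), all held under fry, with at most 4 DEGs (up to 5 when adjusted over the list alone). The call for 5-OH-PCB11 was lost without replicate 1 or 4, at adjusted p = 0.0706 and 0.0654. Against the day 2 controls alone the increases had adjusted p = 0.139 for HR-PCB, 0.315 for FRM and 0.315 for 5-OH-PCB11.

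In the authors' deposited table, FRM had 1619 DEGs against the day 1 controls and 106 against the day 2 controls, and HR-PCB had 1779 and 25. Against day 1 and day 2 the table gives 17 and 1977 for PCB11, 90 and 1812 for PCB126, 444 and 2276 for 2′-OH-PCB3, 332 and 1356 for 3′-OH-PCB3, 154 and 1584 for 4′-OH-PCB3, 474 and 1129 for 4-OH-PCB11 and 3965 and 3122 for 5-OH-PCB11. PCB3 is left out here, since only 1 of its 2 comparisons was used. In the recomputed comparisons PCB3 had 0 DEGs against the day 1 controls (600 genes at an unadjusted p of at most 0.05) and 2195 against the day 2 controls.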
